# *Trichoderma*-Plant Root Colonization: Escaping Early Plant Defense Responses and Activation of the Antioxidant Machinery for Saline Stress Tolerance

**DOI:** 10.1371/journal.ppat.1003221

**Published:** 2013-03-14

**Authors:** Yariv Brotman, Udi Landau, Álvaro Cuadros-Inostroza, Tohge Takayuki, Alisdair R. Fernie, Ilan Chet, Ada Viterbo, Lothar Willmitzer

## Abstract

*Trichoderma* spp. are versatile opportunistic plant symbionts which can colonize the apoplast of plant roots. Microarrays analysis of *Arabidopsis thaliana* roots inoculated with *Trichoderma asperelloides* T203, coupled with qPCR analysis of 137 stress responsive genes and transcription factors, revealed wide gene transcript reprogramming, proceeded by a transient repression of the plant immune responses supposedly to allow root colonization. Enhancement in the expression of *WRKY18* and *WRKY40*, which stimulate JA-signaling via suppression of JAZ repressors and negatively regulate the expression of the defense genes *FMO1, PAD3* and *CYP71A13*, was detected in *Arabidopsis* roots upon *Trichoderma* colonization. Reduced root colonization was observed in the *wrky18*/*wrky40* double mutant line, while partial phenotypic complementation was achieved by over-expressing *WRKY40* in the *wrky18 wrky40* background. On the other hand increased colonization rate was found in roots of the FMO1 knockout mutant. *Trichoderma* spp. stimulate plant growth and resistance to a wide range of adverse environmental conditions. *Arabidopsis* and cucumber (*Cucumis sativus* L.) plants treated with *Trichoderma* prior to salt stress imposition show significantly improved seed germination. In addition, *Trichoderma* treatment affects the expression of several genes related to osmo-protection and general oxidative stress in roots of both plants. The MDAR gene coding for monodehydroascorbate reductase is significantly up-regulated and, accordingly, the pool of reduced ascorbic acid was found to be increased in *Trichoderma* treated plants. 1-Aminocyclopropane-1-carboxylate (ACC)-deaminase silenced *Trichoderma* mutants were less effective in providing tolerance to salt stress, suggesting that *Trichoderma*, similarly to ACC deaminase producing bacteria, can ameliorate plant growth under conditions of abiotic stress, by lowering ameliorating increases in ethylene levels as well as promoting an elevated antioxidative capacity.

## Author Summary

*Trichoderma* fungi have been developed as biocontrol agents and are applied to protect and improve crop yields. Colonization of plant roots by *Trichoderma* can protect plants against diseases and environmental stresses such as salinity and drought, and an improve plant growth and development. To better understand the mechanism underlining the plant-*Trichoderma* interaction we followed changes in global gene expression in colonized *Arabidopsis* roots. We associate the known gene biological function to the processes of root colonization and abiotic stress tolerance mediated by *Trichoderma*. Using *Arabidopsis* mutant lines we show the function of a subset of those genes in root colonization. We show that *wrky18* and *wrky40* transcription factors activate and suppress the expression of different genes in order to allow successful root colonization. We also combine the gene expression data together with the measurement of ascorbic acid level to demonstrate that salt stress tolerance offered by *Trichoderma* is dependent on activation of the plant antioxidant defense machinery. Using *Trichoderma* lines mutated in the ACC deaminase gene, we demonstrate that reduction of ethylene levels is also essential in achieving salt tolerance. This study represents an important step forward in understanding the nature of the non-pathogenic plant *Trichoderma* interaction, and may contribute to the efforts to improve *Trichoderma* biocontrol abilities.

## Introduction

*Trichoderma* spp. are endophytic plant opportunistic symbionts widely used as biofertilizers and biocontrol agents for plant diseases [1], [2]. Inhibition of plant disease severity is achieved through direct antagonism and mycoparasitism of the plant pathogens in the soil or on plant roots [3]. Although, some *Trichoderma* rhizosphere-competent strains can also colonize root intercellular spaces [4] and have direct effects on plants including increased growth and nutrient uptake, increased fertilizer efficiency utilization, percentage and rate of seed germination, and induced systemic resistance (ISR) to diseases [5]. Abiotic stresses frequently limit growth and productivity of major crop species, reducing yields to less than half of that possible under ideal growing conditions [6]. *Trichoderma* abilities to alleviate abiotic stresses are known, although specific knowledge of mechanisms controlling multiple plant stress factors is still lacking [7]. reported that *Trichoderma harzianum* T22 treated seeds germinated faster and more uniformly than untreated seeds whether the stress applied was osmotic, salt, or suboptimal temperatures. Application of the antioxidant glutathione, or application of T22, resulted in a similar positive effect. Recently [8], demonstrated that T22 improves tolerance to water deficit of tomato seedlings by enhancing the antioxidant defense mechanism and higher activity of ascorbate and glutathione-recycling enzymes. This finding thus supports the model that *T. harzianum* strain T22 increases seedling vigor and ameliorates stress by inducing physiological protection in plants against oxidative damage.

These data are comparable to the effects induced in plants by *Piriformospora indica*, a plant-root-colonizing basidiomycete fungus which can provide strong growth-promoting activity during its symbiosis with a broad spectrum of plants [9], and can induce resistance to fungal diseases and tolerance to salt stress that have been associated with an elevated antioxidative capacity [10]–[12]. Another mechanism for protecting plants against environmental stress has been demonstrated in plant growth promoting bacteria (PGPR), encoding the enzyme 1-aminocyclopropane-1-carboxylate deaminase (ACCD) (E.C. 4.1.99.4) that cleaves (ACC), the immediate precursor of ethylene [13]. A role for ACCD in the plant root growth-promotion effect by *Trichoderma* has been demonstrated by RNAi silencing of the ACCD gene in *T. asperelloides* showing decreased ability of the mutants to promote root elongation of canola seedling [14].

Within the last years, a few studies have reported on global transcriptome and proteome changes in plants colonized with *Trichoderma*. These studies led to the identification of genes and proteins that are likely involved in the beneficial interaction between *Trichoderma* and different plants species in root [15]–[17] and in leaf after the onset of induced systemic resistance (ISR) [18], [19]. Recently, using microarray analysis [20] showed global gene expression changes in aerial part of *Arabidopsis* 24 hours after roots inoculation with *Trichoderma harzianum* T34. Most of the detected *Arabidopsis* defense-related genes, mediated by jasmonic acid (JA) and salicylic acid (SA), appear to be down-regulated by *T. harzianum* T34. Among these, genes involved in systemic acquired resistance (SAR) responses such as *FMO1* (flavin monooxygenase 1) and *PR-1* (pathogenesis-related 1), a marker for the SA dependent SAR response [21] are down-regulated. These findings suggest that *Trichoderma*, like the plant beneficial fungus *Piriformospora indica*, has to cope with plant defense responses during the initial stages of the interaction by broad-spectrum suppression of innate immunity, to allow colonization of *Arabidopsis* roots [22].

Induction of defense responses is typically associated with the coordinated transcriptional modulation of large numbers of genes [23]. WRKY DNA binding transcription factors have important roles in the regulation of genes associated with plant defense responses [24]. WRKY transcription factors function as positive and negative regulators of plant defense response has been demonstrated using *Arabidopsis* mutants [25], [26]. A few studies also show the additive function of WRKY TF, demonstrating the web-like nature of the WRKY TF family [24]. For example, *WRKY38* and *WRKY62* have been shown to be negative regulators of plant basal defense in *Arabidopsis* [27]. Another example of additive mode of action of WRKY TF is the concomitantly action of WRKY18, WRKY40 and WRKY60 genes in *Arabidopsis* [28]. showed that *WRKY18*, *WRKY40* and *WRKY60* form homo- and hetero-complexes. When *Arabidopsis* were simultaneously mutated in *WRKY18* and *WRKY40* they gain better resistant to the biotrophic fungus *Golovinomyces orontii* [29], and to the hemibiotrophic bacterium *Pseudomonas syringe* [28]. On the other hand, *WRKY18* and *WRKY40* double mutants show higher susceptibility to the necrotrophic fungus *Botrytis cinerea* [28]. [30] showed that *WRKY18* and *WRKY40* negatively modulate the expression of positive regulators of defense such as *CYP71A13*, *EDS1* and *PAD4*, but positively modulate the expression of some key JA-signaling genes by partly suppressing the expression of JAZ repressors. Hence, those TF are in the point of convergence between different defense signaling pathways.

In this study we follow the global gene expression in *Arabidopsis* roots colonized by *Trichoderma* and we show that 24 hours after the onset of colonization there are profound changes in plant transcripts associated to resistance to both biotic and abiotic stresses. Two main aspects of plant-*Trichoderma* interaction are highlighted by our analysis: plant gene modulation during root colonization by the endophyte and, tolerance to abiotic stresses conferred to the plant. Thus, by conducting further experiments using *Arabidopsis* mutant lines, cucumber and *Arabidopsis* plants exposed to salt stress with or without *Trichoderma* pre-inoculation, with *Trichoderma* wild-type or a ACC-deaminase gene mutant line, we provide evidence that: (i) during root colonization, *Trichoderma* manipulates WRKY18 and WRKY40 transcription factors activities to modulate the expression of the JAZ repressor genes and defense response genes, such as *FMO1* and *CYP71A13* to its advantage in the same way of biotrophic and hemibiotrophic plant pathogens (ii) *Trichoderma* fungi can ameliorate plant growth under abiotic stressful conditions by lowering deleterious elevated ethylene levels accompanied by an elevated antioxidative capacity.

## Results

### Plant roots colonized by *Trichoderma* display pronounced changes in expression of transcripts involved in stress responses

To monitor global changes in genes expression following colonization of *Arabidopsis* roots by *Trichoderma* we performed microarray analysis 24 hours after the application of *Trichoderma* to the roots. 

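For the array experiment *Arabidopsis* Col-0 plants were grown in hydroponics on rock-wool for 25 days with 16 hours of light per day, and germinated spores of *T. asperelloides* T203 were added to the roots to a concentration of 100000 per mL. Roots of 60 plants were pooled 24 hours later, and roots of non-inoculated plants served as control. In each of 2 independent experiments RNA of the colonized pool and RNA of the control pool were labelled with different dyes and hybridized together to 1 Agilent *Arabidopsis* (V4) array, so that each array is 1 biological replicate. Cy5 marked the colonized roots in replicate 1 and the control roots in replicate 2, a dye swap. Each array holds 43803 spots, of which 43603 are different probes of plant sequences. Median spot signal over local background was 19.8 for colonized and 9.32 for control roots in replicate 1, and 13.2 and 16.2 respectively in replicate 2. Between 69.4% and 77.8% of the spots were well above background in the 4 channels, and 0 spots were saturated. The authors scanned the arrays with the Feature Extraction software and deposited spot intensities before dye normalization, beside a table of log2 values per probe. From the intensities, background was corrected by limma's normexp method with an offset of 50, the dyes were balanced within each array by loess, and the ratio of the swapped array was turned, so that a positive log2 ratio means a higher signal in colonized roots. A probe was kept when it was well above background in at least 1 channel of 1 array, which left 34156 probes, 34123 of them with a value in both arrays. The mean log2 ratio was tested against 0 with limma, and a change was counted at 2-fold with an unadjusted p under 0.0001, the thresholds of the paper. Having only 2 arrays limits the precision. A test by sign flips of the arrays cannot give an exact two-sided p under 0.5, so every p rests on the spread that limma pools over all probes. The loci of 37420 probes were found through their RefSeq transcripts or the names in the array files, and a gene with several probes is given by its brightest probe. Probe positions are those in the array files, on the ath1 build.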

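The log2 ratios of the 2 arrays had a Pearson correlation of 0.66 across the probes tested and of 0.70 across 22041 loci, which are not independent replicates. Past the 2-fold and p thresholds 397 probes were higher and 29 were lower in colonized roots. These 426 probes changed in the same direction in both arrays, and the largest of their Benjamini-Hochberg adjusted p-values from limma was 0.00301. The median change was 2.49-fold for the higher probes, with a median log2 ratio of 1.21 in replicate 1 and 1.45 in replicate 2, and 2.24-fold for the lower probes. The median SD between the arrays was 0.22 on the log2 scale. Several probes can stand for 1 gene, and the higher probes represented 288 loci and the lower probes 26 loci, while 21 and 1 of them had no locus. The methods' t-test moved these counts most, to 0 higher and 0 lower, with 197 and 19 probes at 2-fold and an unadjusted p under 0.05. The paper names Welch's *t*-test for the arrays without its inputs. Run here on 2 against 2 channel values, it called 1 of 200 simulated changes, so it has little power. With each array centred on its median in place of loess, limma gave 19 higher and 0 lower, with 308 and 25 at 2-fold and an unadjusted p under 0.05. Each array by itself had 349 (replicate 1) or 491 (replicate 2) probes at least 2-fold higher, and 34 or 63 at least 2-fold lower. The largest rise was that of *AT5G10040*, an unknown protein, with a log2 ratio of 2.86 in replicate 1 and 4.18 in replicate 2 and a mean of 3.52 (SE 0.22, adjusted p = 7.49e-06, limma). *FAMT* (*AT3G44860*), a farnesoic acid methyltransferase, rose by 3.29 on the log2 scale, *AT3G29970* by 3.25, a probe on chromosome 5 (10147721 to 10147780) without a locus by 3.18, and *TAT3* (*AT2G24850*) by 3.09. The other probe of *TAT3* rose by 1.13 and that of *FAMT* by 2.09. The largest fall was that of *AT5G26130*, with a mean log2 ratio of -1.68 (SE 0.11, adjusted p = 9.77e-06, limma). *NAS2* (*AT5G56080*) followed with -1.63, *AT4G25250* with -1.53, a probe of *AT5G43420* with -1.48, and *AT3G02100* with -1.41, whereas the brighter probe of *AT5G43420* had a log2 ratio of 0.05. From the number of probe sets changed in either direction, the paper concludes that colonization affects the root transcriptome.

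**Figure D1:**
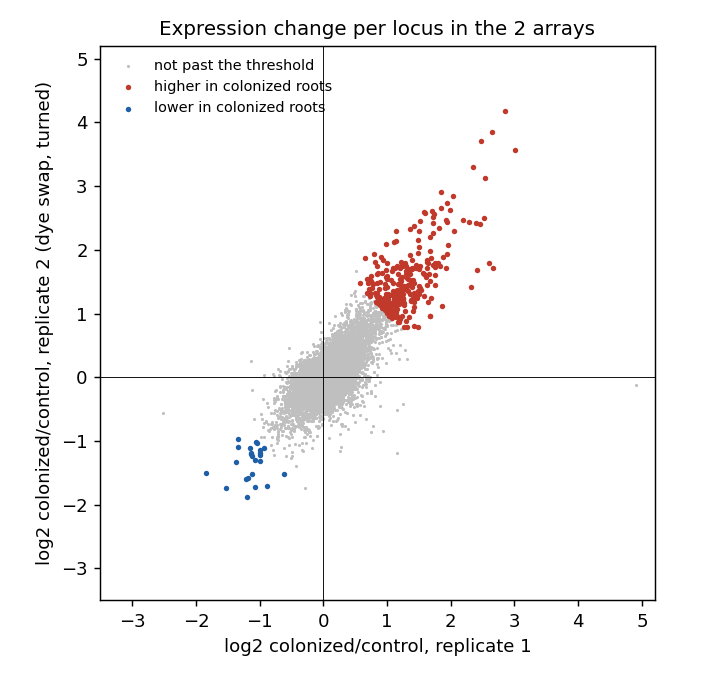
Log2 ratio of colonized to control roots in replicate 1 (horizontal axis) against replicate 2 (vertical axis, dye swap turned). Each point is 1 locus by its brightest probe, and the 284 loci higher (red) and 24 lower (blue) past the thresholds lie on the same side of 0 in both arrays, while grey loci did not pass.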

Results indicate that *Trichoderma* root colonization affects the root transcriptome, with 249 probe sets showing an increased expression (>2 fold, p<0.0001) and 29 probe sets indicating a decreased expression (>2 fold, p<0.0001) after data filtering (File S1). Those 278 genes, showing significant change in expression, were subjected to Singular Enrichment Analysis (SEA) in order to identify enriched Gene Ontology (GO) terms [31]. Enriched functional categories were sorted according to statistically significant enrichment together with the gene identifier observed for each functional category (File S2). A substantial (False Discovery Rate (FDR)<0.01), enrichment in genes correlated with response to biotic and abiotic stress (15% and 14% respectively, Table 1), response to different stimuli such as carbohydrate and chitin, as well as genes involved in hormone biosynthesis and response to hormone signaling, was detected. 

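File S2 lists the genes of 54 of its 61 terms in full, and each of these lists was looked up among the arrays' genes. All 14 genes of the term response to chitin were higher in colonized roots in both arrays and past the thresholds, with a median log2 ratio of 1.17 in replicate 1 and 1.33 in replicate 2. The same held for the 13 genes of response to fungus (1.19 and 1.51), the 15 genes of response to carbohydrate stimulus (1.18 and 1.28) and the 12 genes of response to jasmonic acid stimulus (1.25 and 1.43). Of the 20 genes of response to biotic stimulus 19 were higher in both arrays and past the thresholds, and 1 was lower in both with a mean log2 ratio of -0.996, short of 2-fold, and the median of the 20 was 1.19 in replicate 1 and 1.414 in replicate 2. In each of these terms the median was higher in replicate 2 than in replicate 1. The genes of each term were picked from File S1, and hence from these arrays, so their rise is not independent evidence, and the enrichment itself was not recomputed because the gene annotation behind it was not used here.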

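*OPR3*, *AOS*, *OPCL1*, *LOX2*, *LOX3* and *LOX4* code for enzymes of the oxylipin pathway that leads to jasmonic acid. All 6 were higher in colonized roots in both arrays and past the thresholds, with a median log2 ratio of 1.23 in replicate 1 and 1.69 in replicate 2. *LOX2* (*AT3G45140*, probe on chromosome 3 from 16540131 to 16540190) rose most, with a mean log2 ratio of 2.07 (SE 0.15, adjusted p = 1.21e-05, limma). *LOX4* (*AT1G72520*, chromosome 1, 27315930 to 27315989) rose by 1.90 (SE 0.16, adjusted p = 2.54e-05) and *LOX3* (*AT1G17420*, chromosome 1, 5981234 to 5981293) by 1.64 (SE 0.18, adjusted p = 0.000197). The 3 other probes of *LOX2* are dimmer and lay between 0.02 and 0.32, and the 3 other probes of *LOX3*, dimmer too, between 0.06 and 0.44. The remaining 3 genes changed less and more evenly, *OPR3* (*AT2G06050*) by 1.21 (SE 0.10), *OPCL1* (*AT1G20510*) by 1.2003 (SE 0.10) and *AOS* (*AT5G42650*) by 1.17 (SE 0.10), all with an adjusted p of 3.04e-05 or less from limma. The difference between the 3 lipoxygenase genes and the rest was not tested. These 6 genes are 2.08% of the 288 loci with a higher probe. The processed signals of the Feature Extraction software moved the median most, to 2.09 from 1.43.

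**Figure D2:**
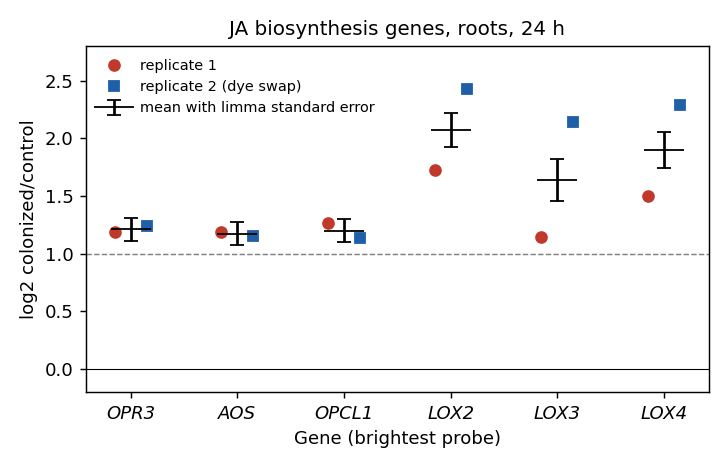
Log2 ratio of colonized to control roots for 6 JA biosynthesis genes, each by its brightest probe. Circles are replicate 1, squares replicate 2, and horizontal bars the mean with the limma standard error. All 12 points lie above the dashed line at 1, a 2-fold change.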

Interestingly, 7% of the total up-regulated genes are related (FDR<0.01) to the oxylipin biosynthetic process (*OPR3*, *AOS*, *OPCL1*, *LOX2, LOX3* and *LOX4* genes), leading to JA biosynthesis (File S2, Table 1). A summary of the genes up-regulated in the microarray experiments with known role in plant hormone biosynthesis process and responses to hormone stimulation is presented in File S3. 

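Of the 43 genes on the hormone sheet of File S3, 40 were higher in colonized roots in both arrays and past the thresholds, with a median log2 ratio of 1.35. *ERF13* (*AT2G44840*), of the ethylene response factors, rose by 2.41 on the log2 scale (SE 0.10, adjusted p = 6.39e-07, limma), *ADH1* (*AT1G77120*) by 2.19 (SE 0.17) and *GRX480* (*AT1G28480*) by 1.94 (SE 0.10). *ACO1* (*AT2G19590*), which the sheet lists under ethylene, rose by 1.43 (SE 0.11) and *ERF1* (*AT3G23240*) by 1.52 (SE 0.12). Lower in both arrays were 3 genes of the sheet. *NAS2* and *HIS1-3* (*AT2G18050*, mean log2 ratio -1.35, SE 0.10, adjusted p = 1.40e-05, limma) were past the thresholds, and *IRT1* (*AT4G19690*, mean log2 ratio -0.87, SE 0.10, adjusted p = 0.000307, limma) was not 2-fold lower.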

Among the down-regulated transcripts, SEA analysis did not reveal any significant enrichment in any class of GO-terms. Nevertheless noteworthy, were four members of the plant cytochrome P450 monooxygenases (CYP) family which were down-regulated. 

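The arrays had a tested probe for 164 genes annotated as cytochrome P450, of which 4 were lower and 6 higher in colonized roots past the thresholds. The 4 lower genes were *CYP712A2* (*AT5G06905*), *CYP712A1* (*AT2G42250*), *CYP93D1* (*AT5G06900*) and *CYP76G1* (*AT3G52970*). Their mean log2 ratios were -1.22 (SE 0.11, adjusted p = 3.45e-05, limma), -1.17 (SE 0.10, adjusted p = 3.19e-05), -1.06 (SE 0.10, adjusted p = 6.77e-05) and -1.02 (SE 0.10, adjusted p = 0.000101). In replicate 1 the median of the 4 genes was -1.06 and in replicate 2 it was -1.13. Median centring in place of loess moved their median most, from -1.12 to -0.86. The 6 higher genes were *CYP94B1*, *CYP71A12*, *CYP705A12*, *CYP71A20*, *CYP708A2* and *CYP705A5*, with mean log2 ratios from 1.06 to 1.40.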

In *Arabidopsis*, CYP genes family includes 245 genes and constitutes up to 1% of the protein coding genes [32]. Co-expression analysis and data base search using STRING version 9.0 [33] and co-regulatory networks (ATTED-II; http://atted.jp/) did not, however, reveal any known correlation between those genes.Expression analysis was further performed using a profiling platform covering 137 biotic and abiotic stress responsive genes and transcription factors (List of genes and primers can be found in file S4). Transcript modulation by *Trichoderma* was followed by qPCR 9, 24 and 48 hours post inoculation (hpi). Heatmap representations (Figure 1A and 1B) of significantly affected genes (p<0.05) reveal transient transcript activation during the first hours of interaction. Noteworthy, genes related to ethylene/JA regulation (*WRKY41*, *WRKY53*, *WRKY55*, *ERF1*, *ERF6*, *ERF13* and *RRTF1*) (Figure 1B), JA signaling (*WRKY18*, *WRKY40*, *WRKY33*, *JIN1*-7 and *TDR1*), root development and auxin modulation (*MYB77*), and secondary metabolites synthesis (*MYB51*). *WRKY33* and *MYB51* are also key elements of salt/osmotic stress regulation. Of note among other genes, mostly with function in general related defense responses and biotic and abiotic signaling process (Figure 1A), are genes related to JA biosynthesis, *LOX1*, *LOX3* and *LOX4*,and repressors of JA responses, (JAZ gene family) that show increased (*JAZ5*, *JAZ6*, *JAZ7*, *JAZ8*, *JAZ9*, and *JAZ10*) or decreased (*JAZ11* and *JAZ12*) expression. Moreover, we observed an increase in expression of JA-responsive genes, such as *VSP*, *VSP2* and *PAD3*. Increased expression of some of those genes such as *WRKY18*, *JAZ8*, *JAZ10, LOX3* and *LOX3* was also detected in the microarray analysis (File S1). 

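In the arrays *JAZ10* (*AT5G13220*, probe on chromosome 5 from 4220615 to 4220674) had a log2 ratio of 2.19 in replicate 1 and 2.46 in replicate 2, with a mean of 2.33 (SE 0.11, adjusted p = 1.31e-06, limma). *JAZ8* (*AT1G30135*, chromosome 1, 10596950 to 10597009) rose by 1.60 on the log2 scale (SE 0.11, adjusted p = 1.07e-05, limma) and *WRKY18* (*AT4G31800*, chromosome 4, 15384768 to 15384827) by 1.42 (SE 0.10, adjusted p = 1.21e-05, limma). For *LOX3* the brightest of 4 probes passed the thresholds, with the values given for the JA biosynthesis genes. Of the 12 JAZ genes with a tested probe, 10 were higher in both arrays and 4 passed the thresholds, *JAZ5* (*AT1G17380*, 1.05, SE 0.11) and *JAZ9* among them, with a median log2 ratio over the 12 genes of 0.78 in replicate 1 and 0.83 in replicate 2. The remaining 2, *JAZ4* and *JAZ11*, had mean log2 ratios of 0.04 (adjusted p = 0.942, limma) and -0.15 (adjusted p = 0.558, limma), no larger than the spread between the arrays. *JAZ11* was lower in both arrays (-0.03 and -0.27), and *JAZ4* had opposite signs. *JAZ12*, which the paper reports as decreased by qPCR beside *JAZ11*, is among the 10 higher, at 0.20 in both arrays (adjusted p = 0.329, limma).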

Other *Trichoderma* modulated genes belong to the ethylene-signaling pathway, such as *EIN2* and *EIN4* which are positive regulators of ethylene responses. Auxin related genes include, *ASA1* that function in jasmonate mediated regulation of auxin biosynthesis and lateral root formation and *eir1* involved in auxin transport (Figures 1A). As a large protion of the *Trichoderma* responsive genes correspond to processes directly associated with JA, Ethylene and Auxins metabolism and response, we zoom in on those differentially expressed genes to obtain an overview of the changes and their possible biological role in more detail (Figure 2). Of note, increased expression was also observed in genes of the phenylpropanoid pathway, phenylalanine ammonia lyase (*PAL1* and *PAL2*) a key enzyme of the first step of the pathway and *4CL*, which is involved in the last step of the pathway. Moreover, substantially large numbers of genes that take part in different defense response processes like *PDF1.2, PR-2* and *PR-4* are up-regulated (Figures 1A and 1B, File S1). 

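*PDF1.2* (*AT5G44420*) was well above background in the colonized roots of both arrays and not well above background in the control roots of either, so that its rise is given as at least 2.43-fold on the mean of both arrays (log2 ratios of 0.92 in replicate 1 and 1.64 in replicate 2), with an adjusted p of 0.00025 from limma. This bound sets the mean of the colonized channels against the control's own signal or, where it is higher, the lowest signal among the probes well above background, in channel values after loess and Aquantile. The control's own signal was the higher, so the bound equals the fitted fold, and it allows for the dim signal but not for the spread between the arrays. *PR-2* (*AT3G57260*), a beta-glucanase gene, had a log2 ratio of 0.90 in replicate 1 and 1.89 in replicate 2, with a mean of 1.40 (SE 0.18, adjusted p = 0.000542, limma), and its control signal was well above background in 1 of the 2 arrays. *PR-4* (*AT3G04720*) had log2 ratios of 0.36 and 0.75, with a mean of 0.56 (SE 0.12, adjusted p = 0.0117, limma). It was higher in both arrays, below 2-fold, and its unadjusted p of 0.000562 did not pass the threshold.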

The expression of 22 genes that show increase expression in the microarray analysis are in agreement with the qPCR results, thus validating the microarray analysis (File S5). 

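All 22 genes of File S5 were higher in colonized roots in both arrays and passed the thresholds. The paper describes these 22 as genes increased on the same arrays, so their rise here is not independent evidence. Their array folds ranged from 2.10 for *MYB15* to 5.30 for *ERF13*, with a median of 2.64, beside a median of 3.29 for the paper's reported qPCR folds. The array fold was below the paper's qPCR fold for 16 of the 22 genes. The paper reports 19.1-fold by qPCR for *WRKY41* (*AT4G11070*), and its array fold was 2.44, with log2 ratios of 1.38 and 1.19 in the 2 arrays. Across the 22 genes, which are not independent replicates, the log2 folds of the 2 methods had a Pearson correlation of 0.0359 (two-sided permutation test, p = 0.869) and a Spearman correlation of -0.057 (p = 0.799, permutation test), each from 100000 resamples. After Benjamini-Hochberg adjustment over these 2 tests both permutation p-values were 0.869. Without the 2 genes farthest from the median on the array the Pearson correlation was -0.20, and without *WRKY41* it was 0.18. Because only genes higher on the arrays were included, the range of array folds is narrow, which limits these correlations. From the increase seen in the microarray and in qPCR, the paper concludes that the microarray analysis holds.

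**Figure D3:**
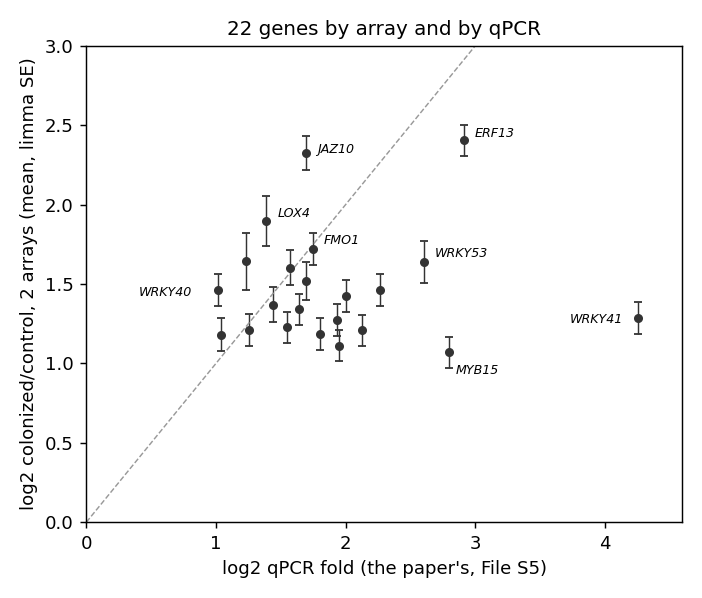
Log2 fold of the 22 genes of File S5 by qPCR (horizontal axis, the paper's values) and by the arrays (vertical axis, mean of 2 arrays with the limma standard error). All 22 points lie above 0 on both axes, and 16 lie below the dashed line of equal folds, *WRKY41* farthest to the right.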

Mapman software [34] analysis further highlight the biological processes affected during *Trichoderma* colonization (Figure S1).

**Figure 1:**
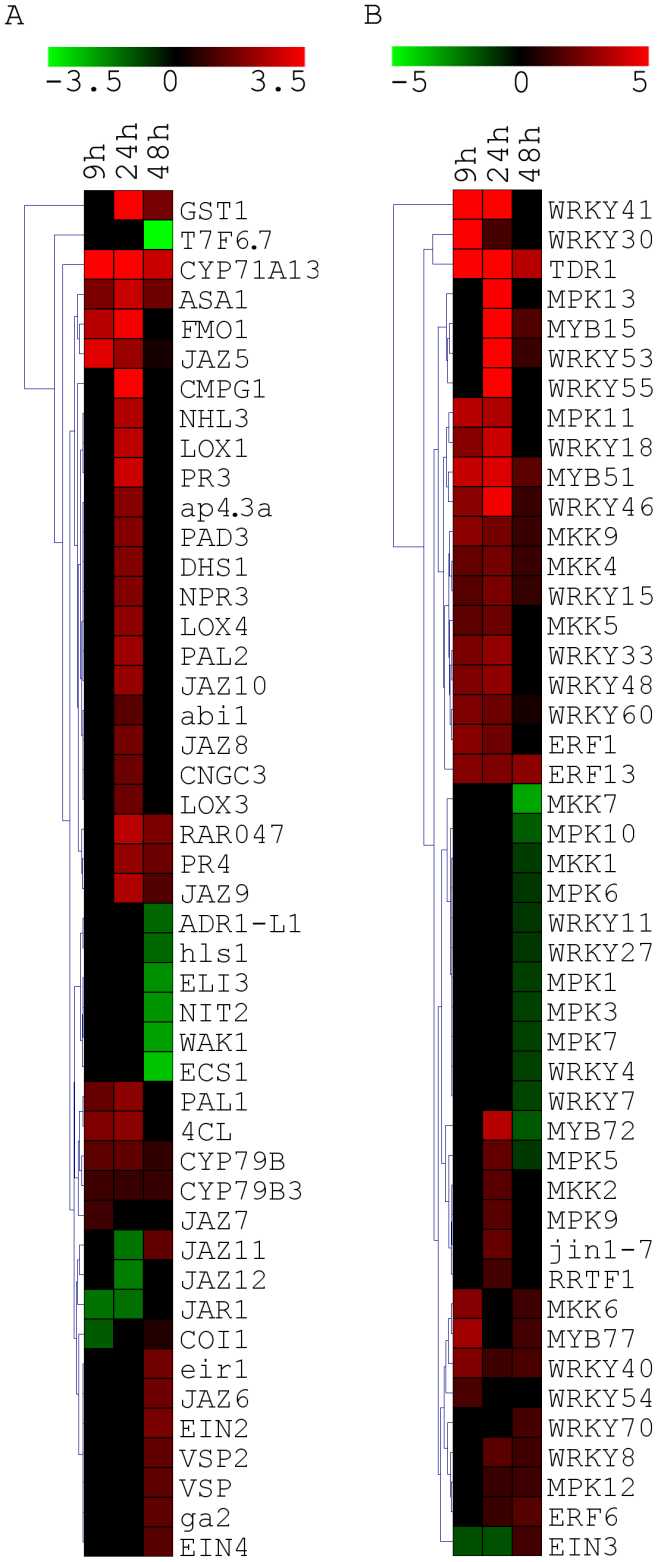
Hierarchical clustering representation of genes expression quantified by qPCR in *Arabidopsis* roots. Euclidean distance and average linkage were used to construct the clustering of biotic and abiotic stress responsive genes (A) and transcription factors (B). Roots were collected at 9, 24 and 48 hpi by *T. asperelloides* T203. Each cell represents the fold expression average of six independent biological repetitions of each time point, and is relative to control collected in each one of the time points. Black: no significant difference (*P*>0.05), red-up regulation, green-down regulation significantly different from control (*P*<0.05).

**Figure 2:**
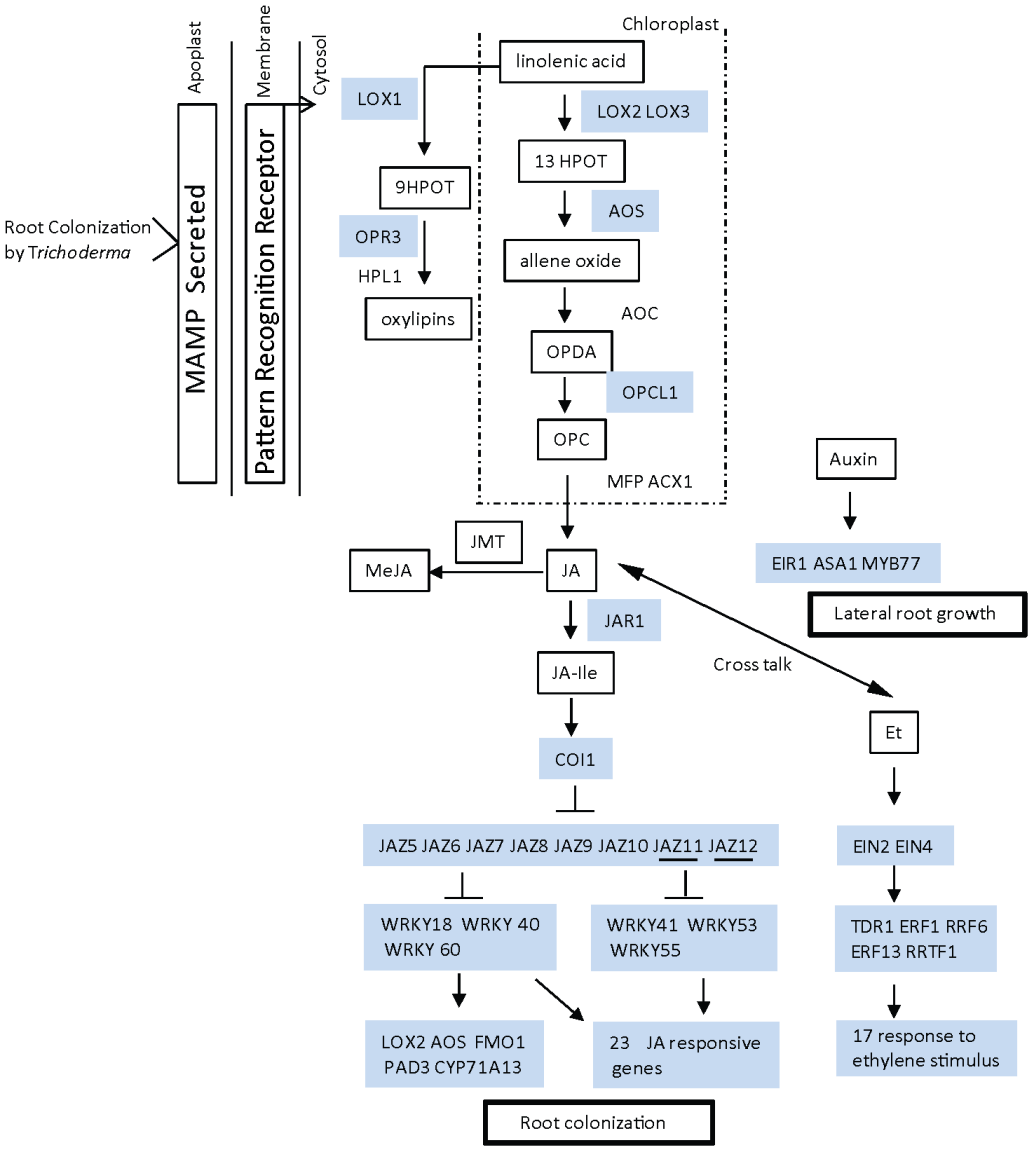
Overview of modulation of expression of phyto-hormone biosynthesis and responsive genes in *Arabidopsis* roots during *Trichoderma* colonization. In the early steps of the interaction, *Trichoderma* secreted MAMPs that triggered activation of signal transduction which modulated the expression of several genes. Among them, genes that have been previously shown to have a role in biosynthesis and response to JA, ethylene (Et; significant enrichment, FDR: *P*<0.01) and auxin (non-significant enrichment). Based on previously published data, we propose two main biological roles for the activation of those phyto-hormone related pathways in the plant-*Trichoderma* interaction: (i) colonization regulated by JA and ethylene, and (ii) lateral root formation regulated by JA and ethylene. Intermediate metabolites in the biosynthesis pathways are indicated by bold frame. Genes mediating the biosynthesis process are indicated without frame or marked in blue in case they show a significant (P<0.05) change in expression level upon *Trichoderma* colonization. Down-regulated genes are underlined. The model is based on the following published studies [28], [30], [39]–[41], [50], [76]–[78] and the oxylipins pathway (based on KEGG pathways). Gene names are in conformity with TAIR annotation.

**Table 1:** Selected enriched functional categories

Term	% from the total number	Gene No.	FDR
response to stimulus	31.7	82	3.90E-12
response to abiotic and biotic stress	20.1	52	9.00E-10
response to organic substance	12.0	31	1.50E-06
response to other organism	7.7	20	1.30E-06
response to external stimulus	6.2	16	4.30E-06
response to carbohydrate stimulus	5.8	15	2.50E-08
response to chitin	5.4	14	9.00E-10
response to fungus	5.0	13	1.80E-08
jasmonic acid	6.9	18	2.50E-06
monocarboxylic acid metabolic process	3.8	10	0.016
response to oxidative stress	3.1	8	0.049

Enriched functional categories analyses were performed with the genes that show significant (*P*<0.05) up-regulation in the microarray hybridization (File S1). Class Identifiers with substantial, low False Discovery Rate (FDR<0.01), and with putative role in the beneficial interaction between *Trichoderma* and *Arabidopsis* are shown. Induction for the number of genes in each category is presented. Complete list of enriched functional categories is provided in File S2.

### Root colonization by *T. asperelloides* is reduced in *WRKY18* and *WRKY40* double mutant knockout line

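In the arrays, which cover 24 hours only, *WRKY40* (*AT1G80840*, probe on chromosome 1 from 30390030 to 30390089) had log2 ratios of 1.52 and 1.40 in replicates 1 and 2, with a mean of 1.46 (SE 0.10, adjusted p = 1.11e-05, limma). Its mean differed from that of *WRKY18* by less than the standard error of either. *WRKY60* (*AT2G25000*, chromosome 2, 10638097 to 10638156) had a log2 ratio of -0.18 in replicate 1 and 0.03 in replicate 2, with a mean of -0.08 (SE 0.10, adjusted p = 0.826, limma), which median centring in place of loess turned to 0.18. Its change was within the spread between the arrays and did not pass the thresholds under either normalization.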

Our expression analyses using both microarray and qPCR revealed significant up-regulation of *WRKY18*, *WRKY40* and *WRKY60* transcription factors (TF) as early as 9 hours from the onset of the interaction. Those TF genes encoding regulators of the JA signaling networks enable plants to coordinate and fine-tune responses to different pathogens [28]–[30]. To investigate whether *WRKY18* and *WRKY40* genes have a role in root colonization, we evaluated *Trichoderma* root colonization in *wrky18*/*wrky40* double knockout line and compared with WT Col-0 plants. Total DNA was extracted from roots at 12, 24, 48 and 96 hpi and the amount of *Trichoderma* fungal DNA was quantified using *Trichoderma* specific primers and normalized to plant reference genes [35]. *wrky18*/*wrky40* line exhibited reduced root colonization ability (*P*<0.05, Figure 3A). To determine if one gene was functionally sufficient to restore WT level of colonization, and to define the contribution of *WRKY40* in this process, we evaluated root colonization in a line were the *WRKY40* was over-expressed in the *wrky18*/*wrky40* background mutant [30]. *Trichoderma* colonization ability was clearly enhanced compared with the double mutant (Figure 3A), but colonization did not reach WT levels (*P*<0.05). This indicates that both *WRKY18* and *WRKY40* functions are required, but that *WRKY40* over-expression alone is sufficient to partially restore the colonization level of the WT plants.STRING analysis (version 9.0, [33]) was applied to generate a correlation network between *WRKY18*, *WRKY40* and *WRKY60* and other genes, based on co-expression, physical and functional interactions and public based knowledge (Figure 4). 

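Among the genes drawn in Fig. 4, *WRKY18*, *WRKY40*, *RRTF1*, *JAZ8*, *JAZ9*, *JAZ10* and *LOX3* are in File S1. All 7 passed the thresholds in the arrays, with mean log2 ratios from 1.18 to 2.33. The lowest was *RRTF1* (*AT4G34410*), an ethylene response factor gene, with log2 ratios of 1.08 and 1.28 in replicates 1 and 2 (SE of the mean 0.10, adjusted p = 3.89e-05, limma). *JAZ9* (*AT1G70700*) had log2 ratios of 1.37 and 1.31, with a mean of 1.34 (SE 0.10, adjusted p = 1.43e-05, limma). The enrichment of the network was not tested, because its full gene list is given only as a picture.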

Seven out of twenty five genes of the network showed increased expression in the microarray analysis. This is a significant enrichment of up-regulated genes in the network compared to the total number of up-regulated genes represented on the microarray chip (Fisher exact test, p = 2.207E-8). Moreover, by carefully monitoring the expression of all genes in the network using qPCR, we conclude that 12 genes show significant increased expression (p<0.05) 24 hpi (Figure 4). A subset of these 12 genes show also increased expression in time points 9 and 48 hpi (Figure 1A and 1B).

**Figure 3:**
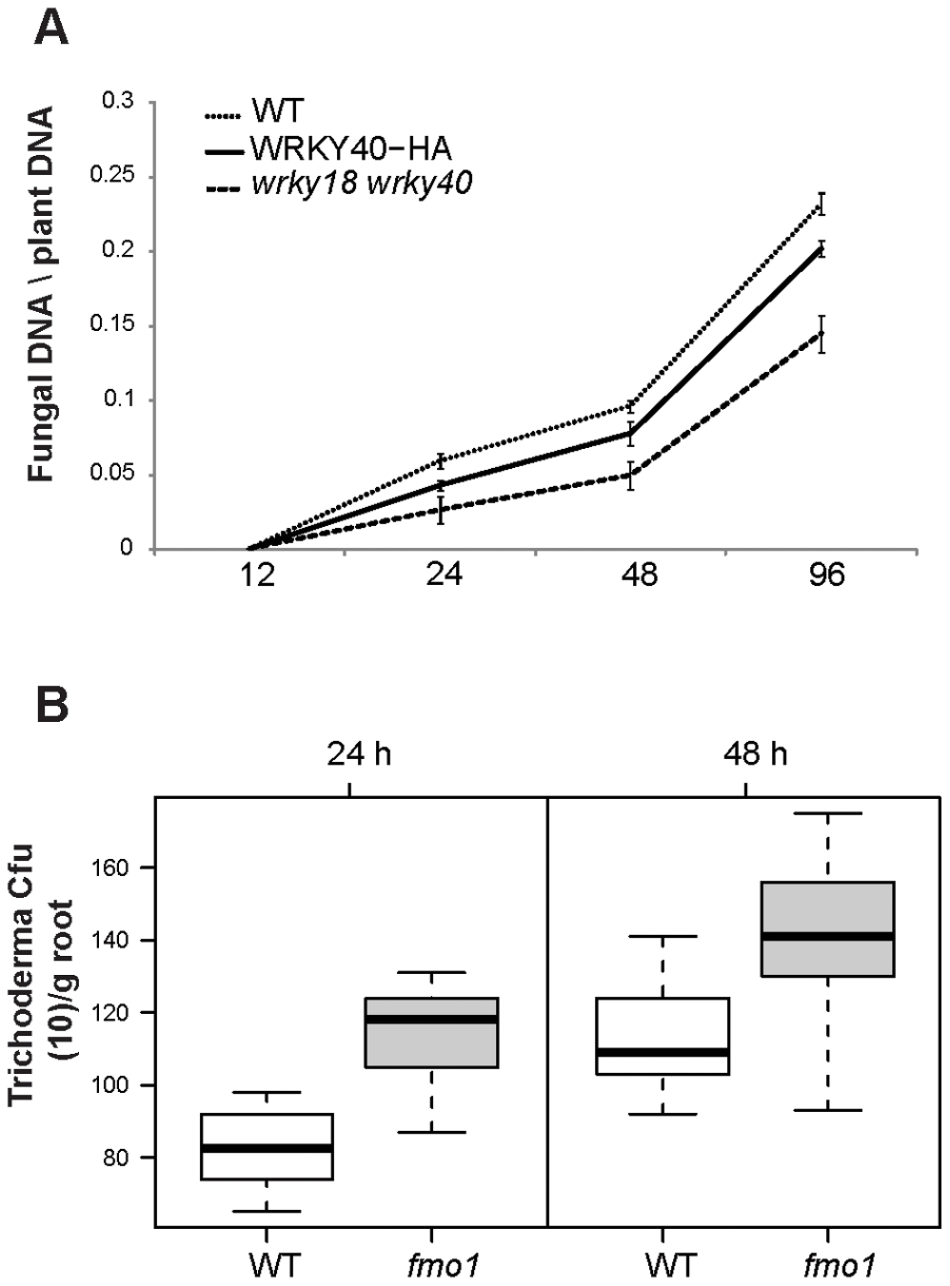
Root colonization of different *Arabidopsis* genotypes by *T. asperelloides*. Root colonization rate was quantified at different points as described in Materials and Methods section by qPCR (A) or fungal colonies count (CFU; B). The genotypes, WT (Col-0), *wrky18*/*wrky40*, WRKY40-HA complemented *wrky18*/*wrky40* and *fmo1* lines were assayed. Eight replicates were tested in each experiment, with 3 plants per treatments and the results are the average of three independent experiments. hpi: hours post-inoculation. *: = in each of the time points each of the line is significantly different from the other (*P*<0.001; *t* test).

**Figure 4:**
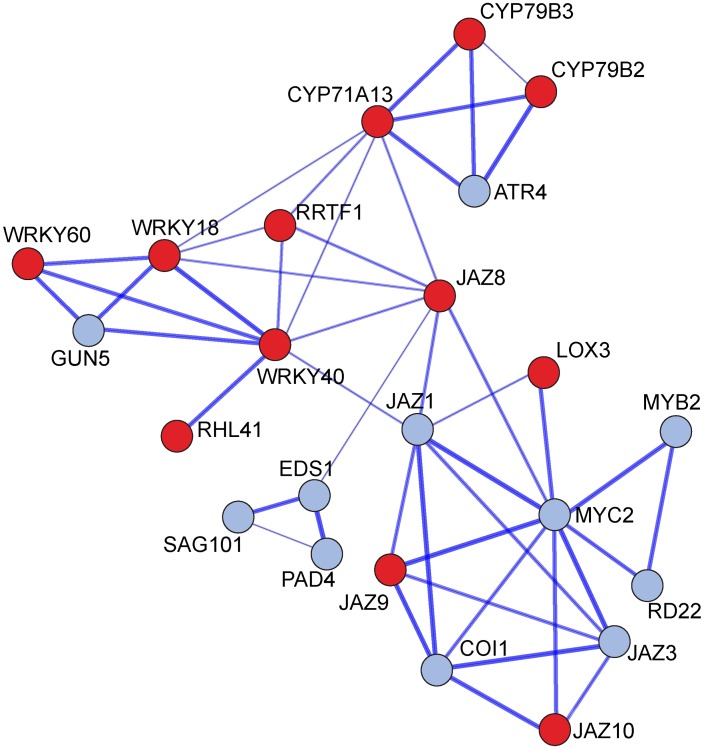
JAZ8 network based on co-expression analysis and data base search. STRING version 9.0 was used to query *JAZ8* (*AT1G30135*) gene. In the resulting network, the expression of each of the gene was monitored by qPCR 24 hpi by *T. asperelloides*. Red- gene that show significant increased expression (*P*<0.05; *t* test), grey- non significant change (*P*>0.05; *t* test).

### WRKY18 and WRKY40 positively regulate JA signaling and negatively regulate the expression of *FMO1*, *PAD3* and *CYP71A13* defense genes in response to *Trichoderma*

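In roots of wild-type Col-0 plants at 24 hours *FMO1* (*AT1G19250*, probe on chromosome 1 from 6650672 to 6650731) had log2 ratios of 1.65 and 1.79 in replicates 1 and 2, with a mean of 1.72 (SE 0.10, adjusted p = 5.23e-06, limma). *PAD3* (*AT3G26830*) had log2 ratios of -0.22 and 0.18 and a mean of -0.02 (SE 0.12, adjusted p = 0.967, limma), which median centring in place of loess turned to 0.17. *CYP71A13* (*AT2G30770*) was not well above background in the control roots of either array. Its log2 ratio of 0.29 (adjusted p = 0.207, limma) turned to -0.37 under median centring and was higher with the Feature Extraction processed signals. For this reason no bound on a rise is given. Neither *PAD3* nor *CYP71A13* passed the thresholds, in contrast to *AOS*, *LOX2*, *JAZ8* and *JAZ10*.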

To gain better understanding of the role of WRKY18 and WRKY40 in *T. asperelloides* T203 plant root interaction, the expression of *FMO1, PAD3 CYP71A13, AOS, LOX2*, *JAZ8* and *JAZ10* which we found to be up-regulated in *Arabidopsis* WT during root colonization (Figure 1A; File S1), was monitored in the *wrky18/wrky40* double knockout lines inoculated with *Trichoderma*. For *FMO1*, *PAD3*, and *CYP71A13*, we detected higher transcript levels in *wrky18*/*wrky40* than in WT plants (Figure 5A) suggesting that these genes, encoding a SAR regulatory gene and two key genes in camalexin synthesis are under negative control by WRKY18 and WRKY40 in WT plants. WT plants showed 3.8 and 2.8-fold elevated levels of *LOX2* and *AOS* transcripts, respectively at 24 hpi. In contrast, *Trichoderma*-induced expression of both genes was completely absent in *wrky18*/*wrky40* (Figure 5B). These findings suggest that *wrky18*/*wrky40* plants fail to induce the JA pathway. Transcript levels of the *JAZ8* and *JAZ10* genes were elevated in unchallenged *wrky18*/*wrky40* plants (Figure 5C) 9 hours post *Trichoderma* colonization, and their expression declined significantly over the colonization period. In the case of *JAZ8*, transcript reached similar levels to those in WT plants at 48 hpi (Figure 5C). These results may indicate that the failure to induce the JA pathway in *wrky18*/*wrky40* plants may be due to elevated levels of JAZ repressors, and therefore we can assume that WRKY18 and WRKY40 regulate expression of JAZ genes during root colonization.

**Figure 5:**
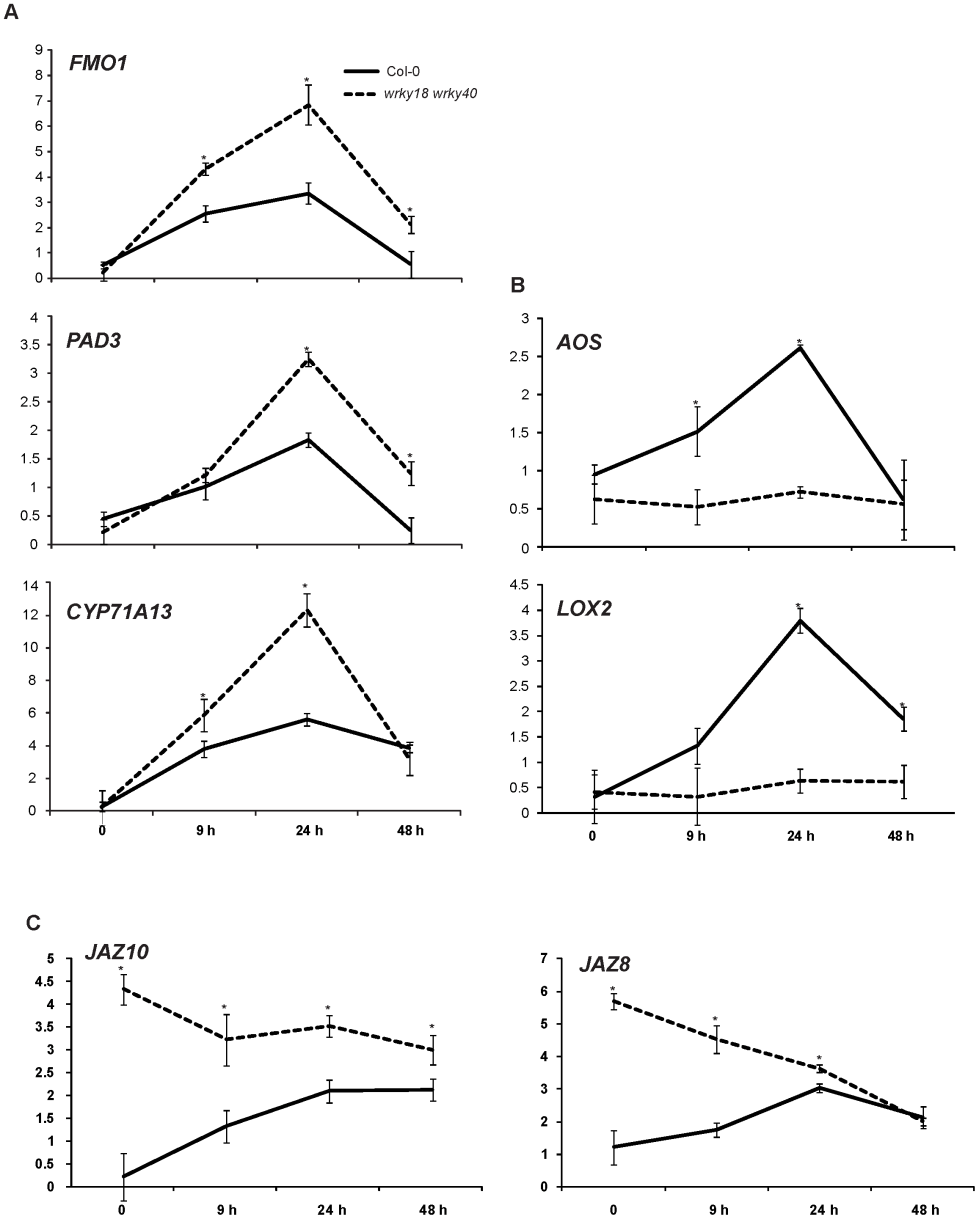
Expression of *Arabidopsis* genes after colonization by *T. asperelloides*. The expression of several genes as determined by qPCR in WT (solid lines) and *wrky18/wrky40* (dashed lines) plants at 9, 24 and 48 h hpi. Gene expression level was calculated with respect to control at each time point. (A) *Fmo1* and *CYP71A13* and *PAD3* (encoding camalexin biosynthesis genes) (B) *AOS* and *LOX2* (encoding JA-biosynthesis genes) (C) *JAZ8* and *JAZ10* (encoding negative regulators of JA signaling). Each time point represents the fold expression average of three independent biological repetitions, and is relative to control collected in each of the specified time points. * significant different (*P*<0.05; *t* test).

### *Fmo-1* mutant knockout line shows increased root colonization by *T. asperelloides*

Our findings indicate that upon colonization of the root by *Trichoderma*, WRKY18 and WRKY40 transcription factors regulate the expression of the flavin-dependent monooxygenase1 *FMO1* gene (Figure 5A). To investigate whether *FMO1* has a protective role during root colonization, we evaluated *Trichoderma* root penetration in *FMO1* knockout line (*fmo1*) in comparison to WT Col-0 plants. *Trichoderma* mycelia were recovered from root tissues 24 and 48 hpi and at both time points an increased root colonization was detected in the *fmo1* mutant (Figure 3B). These results, together with data shown previously (Figure 1A, 4 and 5A; File S1), support a model where activation of *FMO1* upon *Trichoderma* root colonization is in part negatively regulated by the WRKY18 and WRKY40 to allow a moderate level of colonization.

### *Trichoderma* root colonization induces changes in the level of indole glucosinolate metabolites

We found that the expression of the *MYB51* gene is induced 9, 24 and 48 hours after the application of *Trichoderma* (Figure 1B) [36]. showed that indole glucosinolates (IGS) biosynthesis is regulated by MYB51, downstream ethylene signaling pathway, and demonstrated the role of 4-methoxy-indol-3-ylmethylglucosinolate (4-methoxy-I3G) in the *Arabidopsis* immune response.

The influence of *Trichoderma* on the level of IGS in *Arabidopsis* roots, 24 hours after colonization, was therefore tested by targeted LC-IT/ESIMS analysis. A significant increase in the level of 4-methoxy-I3G and methoxy-3-indolyl-methylglucosinolate 1MI3MG-1 and decrease in the level of Indolyl-methyl glucosinolate (I3M) was observed (*P*<0.001; Figure S2).

### *Trichoderma* root colonization increases the expression of antioxidant enzymes and the ascorbic acid pool during salt stress

An increased expression of genes that function in general tolerance to abiotic stresses (File S1) was pointed out by the results of the microarray analysis. Among them, genes that take part in salt tolerance and osmoprotection processes (File S3). 

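Of the 17 genes on the osmotic-stress sheet of File S3, 15 were higher in colonized roots in both arrays and past the thresholds, with a median log2 ratio of 1.25. Besides *ADH1*, *UGT74E2* (*AT1G05680*) rose by 1.72 on the log2 scale, with 1.14 in replicate 1 and 2.29 in replicate 2 (SE 0.20, adjusted p = 0.000288, limma). The transcription factors *MYB51* (*AT1G18570*), *WRKY33* (*AT2G38470*) and *MYB15* (*AT3G23250*) rose by 1.21, 1.23 and 1.07 (SE 0.10 each). The lowest of the 15 was *AAP6* (*AT5G49630*) with 1.06 (SE 0.10, adjusted p = 6.21e-05, limma). The 2 other genes of the sheet were lower in both arrays and past the thresholds, *HIS1-3* and *CBF1* (*AT4G25490*), the latter with a mean log2 ratio of -1.15 (SE 0.11, adjusted p = 7.20e-05, limma).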

To further test *Trichoderma*-induced plant response to salt stress, the expression of 28 *Arabidospis* genes previously identified as NaCl responsive genes [37] and related to osmoprotection, or to general response to oxidative stress, was monitored by qPCR in control plants and plants subjected to salt stress (100 mM NaCl) with or without *Trichoderma* pre-treatment 48 hours before salt stress imposition (Figure 6A). Worthy of note was the induced expression of *MDAR*, *APX1* and *GST* indicating a general activation of the plant antioxidant machinery by *Trichoderma*. Activation of the antioxidant defense by *Trichoderma* was found also in cucumber (*Cucumis sativus*) seedlings subjected to salt stress (100 mM NaCl) with or without *Trichoderma* pre-treatment. The expression of the *cat*, *sod(Mn)* and *sod(Cu)* genes was analyzed by qRT-PCR, one and four days after salt addition (Figure 6B). After 24 hours the expression of all tested genes was increased (5–8 fold) by the salt addition and also by *Trichoderma* root colonization. Enhanced expression of the genes could be detected in seedlings that were infected with *Trichoderma* 48 hours prior the salt addition (+T+NaCl). After four days (Figure 6B) the *cat* gene expression is decreased in all treatments, while the expression of the *sod (Mn)* and *sod(Cu)* genes remains elevated in the plants under salt stress and even higher in the *Trichoderma* pretreated plants. In the absence of stress imposition, higher ascorbate levels in its reduced form were measured in *Trichoderma* treated cucumber plants, whereas levels of dehydroascorbate were reduced giving a higher AA/DHA ratio (Table 2). Accordingly, the relative *MDAR* expression level is increased by 15 fold in cucumber plants treated with *Trichoderma* for 48 hours, as measured by qPCR. Upon saline stress imposition in the presence of *Trichoderma* the levels of reduced and oxidized forms of ascorbic acid were comparable to those of control plants, confirming the protective effect of *T. asperelloides* T203.

**Figure 6:**
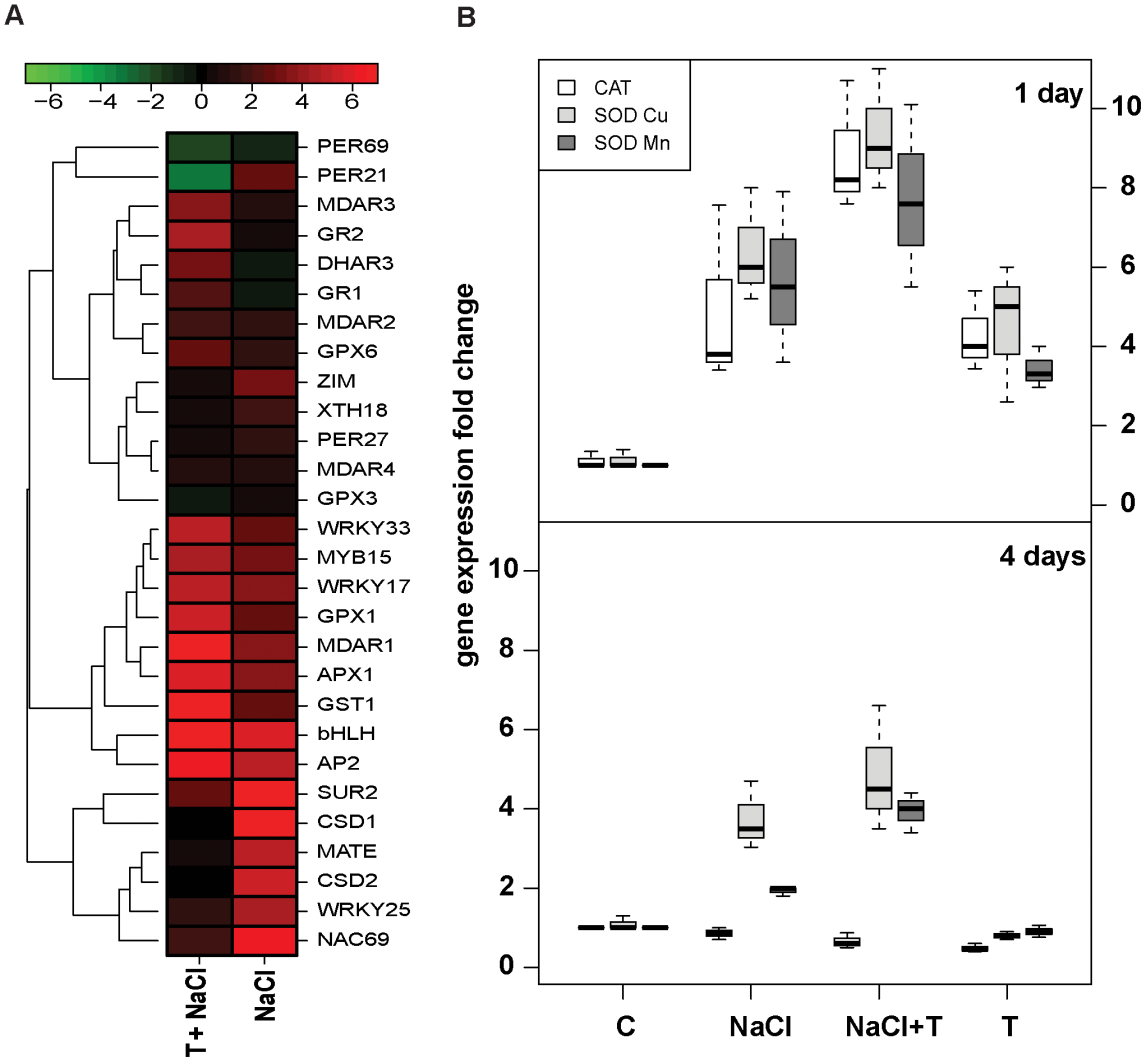
qRT-PCR expression analysis of antioxidant enzymes in cucumber seedlings and roots of four weeks old *Arabidopsis* under salt stress. (A) RNA was extracted from untreated *Arabidopsis* roots and from roots collected from plants exposed to 100 mM NaCl (NaCl), and from roots colonized by T203 for 48 hours prior exposure to 100 mM NaCl (T+NaCl). Hierarchical clustering by Euclidean distance method average linkage is shown. The color of the each cell indicates fold-change relative to control as follows: Red: significant up regulation (*P*<0.05; *t* test), green: significant down regulation (*P*<0.05; *t* test). Black: not statistically significant difference from the control,. (B) RNA was extracted from untreated cucumber seedlings (Control), from seedlings exposed to 100 mM NaCl (+NaCl), from seedlings colonized by T203 (+T) and from seedlings colonized by T203 for 48 hours prior exposure to 100 mM NaCl (+T+NaCl). RNA was extracted 1 day and 4 days after salt addition. Fold expression (for A and B) was calculated from average of three independent biological repetitions.

**Table 2:** Measurement of reduced, oxidized (dehydroascorbate) and total ascorbate content in cucumber seedlings and the ASC/DHA ration

Treatment:	Control	+NaCl	+T203	+T203+NaCl
AA (reduced)	317 (±3.5)^A^	273.7 (±9)^B^	384 (±8)^C^	320 (±5)^A^
DHA(oxidized)	21.3 (±3.2)^A^	24.3 (±3)^B^	15.3 (±3.5)c	22 (±3.5)^AB^
AA/DHA	15 (±2)^A^	11.4 (±1.8)^B^	25.5 (±4.4)^C^	14.6 (±1.4)^A^

Cotyledons were sampled from seven days old seedlings grown in soil with or without *Trichoderma* (Control and +T203) with or without 75 mM NaCl (+NaCl and +T203 +NaCl). Quantification of the reduced (AA) and oxidized (DHA) forms of ascorbate in plants was done as describe in material and method. The ratio between the reduced and oxidized form of ascorbic acid is shown (AA/DHA). Results are average of three independent pools of plant material ± standard deviation. Statistically significant differences between treatments (*P*<0.05) are marked with distinct letters (A,B,C,D) for AA, DHA and AA/DHA.

### *Trichoderma* wild-type but not ACC-deaminase silenced mutants can improve cucumber and *Arabidopsis* seed germination under salt stress conditions

The ability of *Trichoderma* to ameliorate seed germination under saline stress conditions was assessed in soil. In absence of saline stress cucumber (Figure 7A) or *Arabidopsis* (Figure 7B), seeds planted in soil treated with *Trichoderma* T203 (WT) or with ACC-deaminase mutant spores showed similar germination rates to those of the control seeds treatment. However, when cucumber (Figure 7A) or *Arabidopsis* (Figure 7B) seeds were treated with saline solutions, the germination rate was significantly higher in *Trichoderma* WT treated soil than in untreated (control) or ACC-deaminase mutant treated soil. These results indicate that the afforded tolerance to the salt application is probably linked to a lower level of deleterious ethylene evolving under stress conditions.

**Figure 7:**
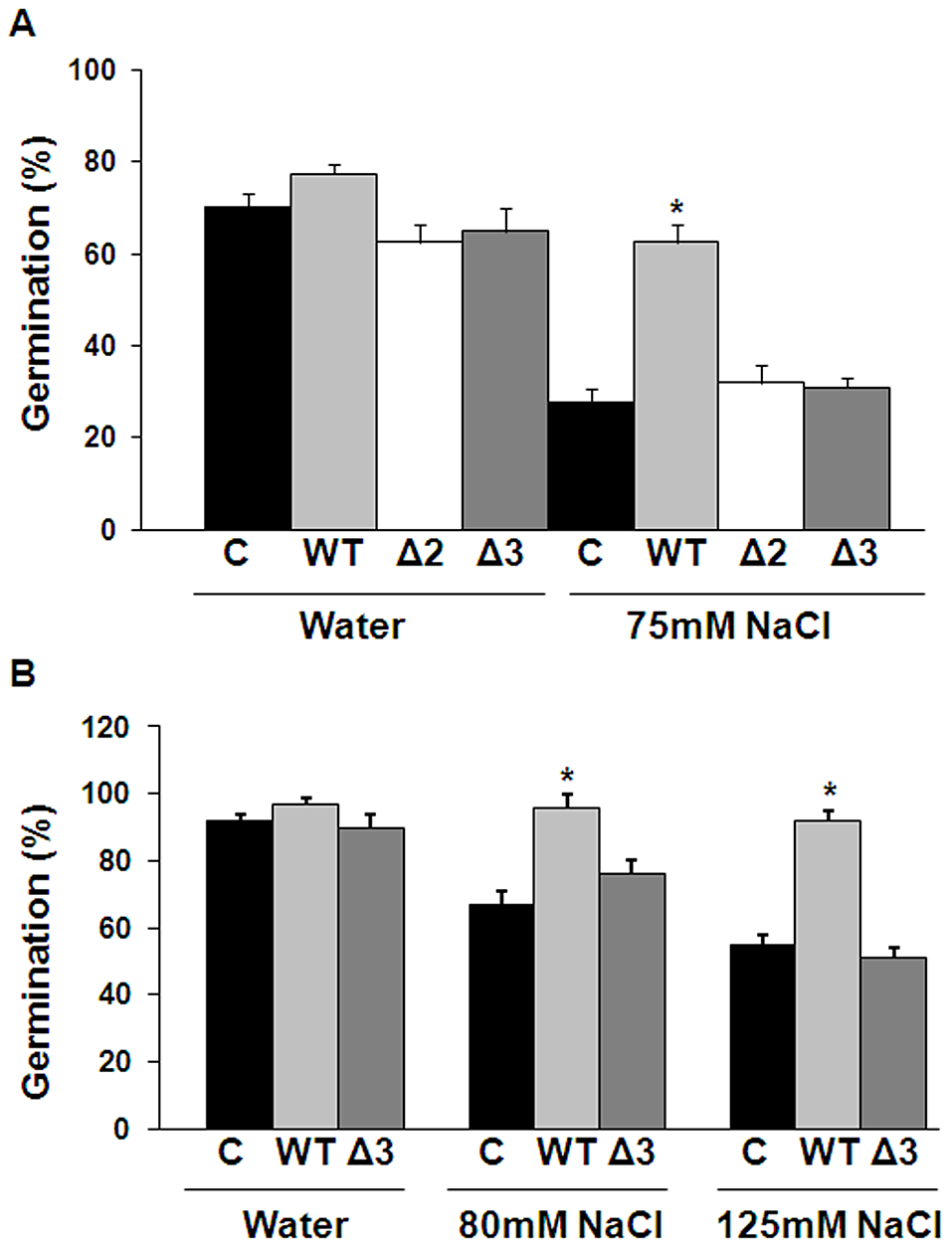
Germination (%) of cucumber and *Arabidopsis* seedlings under salt stress conditions. (A) Cucumber seeds were planted in untreated soil (Control) or in pots with soil mixed with a spore suspension (10^6^spores/g soil) of T203–WT, or ACC-deaminase silenced mutants ΔACC#2 and ΔACC#3. The pots were watered with either tap water or a solution of 75 mM NaCl. Germinating seedlings were counted 7–10 days after planting. (B) *Arabidopsis* seeds were planted as described for the cucumber seeds and watered with either tap water, 80 mM or 125 mM NaCl solution.

## Discussion

 Relatively little is known about the host mechanisms that connect the perception of *Trichoderma* root colonization to the downstream signaling pathways leading to activation of defense and developmental responses. It is assumed that microbe- associated molecular pattern (MAMP) recognition triggers the activation of a signaling cascade that activates a variety of defense responses including callose deposition, programmed cell death, production and accumulation of antimicrobial reactive oxygen species, and induction of phytoalexins and other secondary metabolites [5].

In the current study, microarray analysis of *Arabidopsis* roots colonized by *Trichoderma*, coupled with qPCR analysis, allowed identification of genes involved in activation of the first stage of root colonization by the fungus, plant growth responses, biotic resistance and abiotic tolerance induced by this beneficial fungus.

*Trichoderma* effects on plant growth promotion and root architecture are well known [8], [38]. *Trichoderma* enhanced biomass production and lateral root growth promotion were shown to be an auxin-dependent mechanism in *Arabidopsis* [39]. In the present study we found that MYB77, which is involved in auxin response and later root formation [40], and ASA1, that functions in jasmonate mediated regulation of auxin biosynthesis and transport during lateral root formation [41], are up-regulated during *Trichoderma* root colonization (Figure 1A and 1B, Figure 2). Interestingly, microarray results indicate activation of other genes related to root and plant development. Among them are *ATPSK2*, involved in cell proliferation and organ morphogenesis [42], [43], and the transcription factor *ANAC081*, known to be linked to increased leaf size and biomass traits [44].

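*PSK2* (*AT2G22860*, probe on chromosome 2 from 9745130 to 9745189) had log2 ratios of 1.24 and 1.16 in replicates 1 and 2, with a mean change of 2.30-fold (SE 0.10 on the log2 scale, adjusted p = 2.77e-05, limma). A dimmer probe of *PSK2*, on the opposite strand, rose by 0.62. *ANAC081* (*AT5G08790*, chromosome 5, 2858937 to 2858996) had log2 ratios of 1.18 and 0.86, with a mean of 1.02 (SE 0.11, adjusted p = 0.000166, limma), so that it passed 2-fold in replicate 1 and in the mean but not in replicate 2.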

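*PR-5* (*AT1G75040*, probe on chromosome 1 from 28182353 to 28182412) had log2 ratios of 0.96 in replicate 1 and 1.14 in replicate 2, with a mean of 1.05 (SE 0.10, adjusted p = 8.27e-05, limma), and both of its probes passed the thresholds. The other probe had log2 ratios of 1.13 and 1.92, with a mean of 1.52.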

Genes with known role in plant defense responses are up-regulated during *Trichoderma* colonization (File S1), for example, *PR-2* and *PR-5*. Interestingly, prominently four genes (*PDF1*, *PDF1.2*, *PDF.1.2c*, *PDF1.3*) out of thirteen members of the *Arabidopsis* defensin gene family, that inhibit the growth of a broad range of fungi, [45], are up-regulated. These findings are comparable to similar results obtained by [46].

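*PDF1.3* (*AT2G26010*) had log2 ratios of 0.89 and 1.49 in replicates 1 and 2, with a mean of 1.19 (SE 0.13, adjusted p = 0.000224, limma), and *PDF1.2c* (*AT5G44430*) 0.81 and 1.32, with a mean of 1.06 (SE 0.13, adjusted p = 0.000301, limma). The control signal of each was well above background in 1 of the 2 arrays. The gene listed as *PDF1* (*AT2G42840*) is annotated as PROTODERMAL FACTOR 1, and its log2 ratios were 1.24 and 1.21, with a mean of 1.23 (SE 0.10, adjusted p = 2.39e-05, limma) and 3 of its 5 probes past the thresholds. *PDF1.2b* (*AT2G26020*), not well above background in control roots, had a fitted rise of 1.59-fold on the mean of both arrays. Its log2 ratios were 0.45 and 0.89 (adjusted p = 0.00499, limma), and it did not pass. That fold is a lower bound only as regards the dim control signal, and does not allow for the spread between the arrays. Over 11 plant defensin genes with a tested probe, *PDF1* left out, 3 passed the thresholds, 5 were higher in both arrays and 2 lower in both. The median log2 ratio of the 11 genes was 0.09 in replicate 1 and -0.0042 in replicate 2, and that of the mean moved from 0.17 to 0.71 with the Feature Extraction processed signals.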

Increase in transcript abundance of *MYB72* (Figure 1B) is in agreement with the results obtained by [47] which demonstrated the role of MYB72 in the early signaling steps of *Trichoderma* mediated ISR.

The ethylene dependent MYB51 which is involved in the transcriptional activation of indole glucosinolate (IGS) biosynthetic genes during plant defense responses [36] is transiently up-regulated by *Trichoderma* with highest expression at 24 hours after the application of *Trichoderma* to the roots. An increase in the expression of *CYP79B3*, that take part in the conversion of tryptophan to indole-3-acetaldoxime a precursor of indole glucosinolates and the anti-microbial molecule camalexin, was observed too (Fig. 1A).

Because CYP79s catalyze a key step in the biosynthesis of glucosinolates, plant products that function in the defense toward herbivores and pathogens, alteration of the expression of these genes often has dramatic effects on the profile of glucosinolates. To further exploit the induction in the expression of *MYB51* and CYP79s genes, the content of three key IGS metabolites was measured in *Trichoerma* treated and control *Arabidopsis* roots. Our results show a significant increase in the level of 4-methoxy-I3G and 1MI3MG-1 and decrease in the level of their precursor I3M (Figure S2). Similarly [36], showed that Flg22 elicited biosynthesis of 4-methoxy-I3G, associated to MYB51 activity.

Interestingly, two other CYP genes beside *CYP79B3*, *CYP71B15* and *CYP71A13*, that function in camalexin biosynthesis [48], are significantly affected by *Trichoderma* root colonization (Figure 1B).

Among the 28 transcripts down-regulated 24 hours after *Trichoderma* inoculation, four of them are plant cytochrome P450 monooxygenases (*CYP712A2*, *CYP712A1*, *CYP93D1* and *CYP76G1*). These genes mediate synthesis and metabolism of many physiologically important primary and secondary compounds that are related to plant defense against a range of pathogenic microbes and insects [49]. 

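The probes of *CYP93D1* (2136163 to 2136222) and *CYP712A2* (2138467 to 2138526) both lie on chromosome 5, that of *CYP712A1* on chromosome 2 (17607163 to 17607222) and that of *CYP76G1* on chromosome 3 (19652392 to 19652451). Both probes of *CYP712A1* passed the thresholds. For 25 of the 29 genes that File S1 lists as lower, a probe was lower past the thresholds, and 1 locus with a lower probe is not in File S1.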

Their down-regulation could indicate a strategy for repressing local defense responses to allow successful colonization as recently reported for *P. indica* [22], [50]. This strategy is also supported by the induced expressions of the transcription factor ANAC081, which has been shown to be a repressor of the expression of genes that encode pathogenesis-related proteins, and the over-expression of this TF causes susceptibility to the soil-borne fungal pathogen *Fusarium oxysporum* [44].

Transcriptional activation upon pathogen attack is a common feature of most of the group III *WRKY* genes. Furthermore, most of these genes are expressed during both non-host and *R* gene–dependent resistance [51]. Three WRKY group III transcription factors (WRKY41, WRKY53, and WRKY55) are up-regulated during the first 24 hours of *Trichoderma* root colonization, but their expression goes down together with expression of other defense related transcripts, again supporting the idea that *Trichoderma* somehow can temporarily repress local defense plant immune response [20].

*Trichoderma* root colonization triggers also a rapid increase in transcription factors expression like *WRKY18, WRKY40*, *WRKY60* and *WRKY33*, which activate JA-pathway responses and represses SA signaling. *WRKY18*, *WRKY40* and *WRKY60* are pathogen-induced and encode three structurally related WRKY proteins which exert a positive role in JA-mediated defense [28], [30]. *Trichoderma* regulate the expressions of the *WRKY18* and *WRKY40* TFs to allow root colonization, in a similar way to the biotrophic fungus *Golovinomyces orontii* and the hemibiotrophic bacterium *Pseudomonas syringe* and in contrast to necrotrophic fungus *Botrytis cinerea* [28], [29]. Hence, beneficial microorganism and plant pathogens share common molecular mechanism to cope with the plant immune system.

Interestingly, our findings resemble the interaction observed during the early stages of infection of *Arabidopsis* by *G. orontii* [30]. In the course of infection, *G. orontii* manipulate WRKY18 and 40 transcription factor activities to modulate the expression of JAZ repressor genes and defense response genes, such as *FMO1* and *CYP71A13* to its advantage. Recently [20], in microarray analysis of aerial parts of *Arabidopsis* plants 24 hours after application of *T. harzianum* T34 showed reduced expression of the genes *FMO1* and *CYP71A13*. Although T203 colonization induces the expression of *FMO1* and *CYP71A13* in *Arabidopsis* WT (Col-0) plants (Figure 1A, Figure 5A, File S1), monitoring those genes expression in *wrky18/wrky40* double knockout line showed a significant higher expression upon colonization by T203 (Figure 5A). Hence, increased T203 colonization of the *fmo1* knockout line (Figure 3B) provides further evidence for a model were *Trichoderma* spp. fine-tune the expression of defense genes such as *FMO1* and *CYP71A13* to allow colonization.

*FMO1*, the flavin-dependent monooxygenase, was reported to be essential for the initiation of systemic resistance in *Arabidopsis* [52], [53], although its deletion did not affect local defense responses at the site of pathogen attack. It was suggested that a metabolite generated by FMO1 might be necessary during the early phase of SAR establishment and that FMO1 contributes to a signal amplification loop required to potentiate SAR responses in systemic tissues. The involvement of FMO1 in *Trichoderma* mediated ISR cannot be excluded too. T-DNA insertion into the *FMO1* gene resulted in enhanced susceptibility to virulent *Pseudomonas syringae* and *Hyaloperonospora parasitica* [54]. In our study, the same T-DNA insertion line revealed increased colonization by *T. asperelloides* (Figure 3B), thus showing FMO1 function in defense response also in roots, and how its function is essential to balance the level of root colonization by *T. asperelloides*.

MYB51, MYB15 and WRKY33 are also key elements in the plant response to abiotic stresses. WRKY33 over-expression was found sufficient to increase *Arabidopsis* tolerance to NaCl and to regulate transcription of several downstream genes involved in the response to stress [55]. This and other molecular changes induced in the plant by *Trichoderma* root colonization are in good correlation with the protective effect induced in plants by these beneficial fungi towards a plethora of environmental stresses. Plants contain a series of enzymatic antioxidants such as superoxide dismutase (SOD), ascorbate peroxidase (APX; EC 1.11.1.11), and catalase. These antioxidants function properly to interrupt the cascades of uncontrolled oxidation in some organelles and to scavenge the toxic ROS produced under environmental stresses.

We could show that in cucumber the expression of *cat* and *sod* genes is affected by *Trichoderma* colonization of the roots resulting in long lasting up-regulation upon salt stress imposition (Figure 6B). Besides these enzymatic mechanisms, low molecular mass antioxidants are efficient radical scavengers and may play a role in oxidative stress response of higher plants. Ascorbate is a major antioxidant that is involved in the ascorbate-glutathione cycle. Higher levels of ascorbate in its reduced form were found in *Trichoderma* treated plants (Table 2), similarly to data reported for plant root inoculation by *P. indica* [12]. Monodehydroascorbate reductase (MDAR) is the enzymatic component involved in the regeneration of reduced ascorbate. MDAR was shown to be crucial for the mutualistic interaction between *Arabidopsis* and *P. indica* [11]. 

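The *Arabidopsis* monodehydroascorbate reductase gene in File S1 is *MDAR3* (*AT3G09940*), whose probe lies on chromosome 3 from 3056597 to 3056656. It had log2 ratios of 1.21 in replicate 1 and 1.54 in replicate 2, with a mean of 1.37 (SE 0.11, adjusted p = 2.42e-05, limma), a 2.59-fold rise in colonized roots.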

Interestingly, this gene is also highly induced in cucumber and *Arabidopsis* during root colonization by *Trichoderma* (Figure 6A, File S1). In *Arabidopsis*, *Trichoderma* pre-treatment prior salt stress imposition also stimulates expression of various transcripts involved in osmoregulation and general oxidative stresses (Figure 6A). The mechanism proposed in this study according which *T. asperelloides* T203 can induce plant tolerance to salt stress has been proposed recently, also by [8] in relation to the tolerance afforded to tomato seedlings to water deficit by pre-treatment with *T. harzianum* T22. In consequence, the activation of the antioxidant machinery in order to recycle oxidized ascorbate appears to be a general mechanism activated by different *Trichoderma* strains (*T. asperelloides* and *T. harzianum*) in different plant species (*Arabidopsis*, cucumber and tomato) to enhance tolerance to a range of abiotic stresses.

Beside the activation of the antioxidant machinery, the microarray results show also activation of other genes, which have protective role in *Arabidopsis* against salinity and osmotic stress (File S3). For example, we detected up regulation of two members of the aquaporin gene family (*AT2G34390* and *AT2G29870*). 

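*AT2G34390*, the aquaporin gene *NIP2;1* (probe on chromosome 2 from 14522308 to 14522367), had log2 ratios of 1.72 and 1.76 in replicates 1 and 2, with a mean of 1.74 (SE 0.10, adjusted p = 4.54e-06, limma). *AT2G29870* (chromosome 2, 12748760 to 12748819) had log2 ratios of 2.05 and 2.29, with a mean of 2.17 (SE 0.11, adjusted p = 1.87e-06, limma). Each gene has 1 probe among those tested.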

Heterologous over-expression of rice and wheat aquaporin genes in *Arabidopsis* resulted in increase tolerance to salinity and dehydration [56], [57].

Biosynthesis of ethylene in plants under salinity stress is well established. Higher ethylene concentration inhibits root growth and ultimately affects the overall plant growth. Many studies have shown that ethylene level in plants is regulated by a key enzyme 1-aminocyclopropane-1-carboxylicacid (ACC)-deaminase. This enzyme present in plant growth-promoting bacteria (PGPR) and other microorganisms [58], lowers the ethylene level by metabolizing its precursor ACC into 

-ketobutyrate and ammonia (NH_3_).

Inoculation of plants under salinity stress with PGPR having ACC-deaminase activity mitigates the inhibitory effects of salinity on root growth by lowering the ethylene concentration in the plant. This in turn results in prolific root growth, which is beneficial for the uptake of nutrients and maintenance of growth under stressful environment [59].

In a previous work we presented data based on *Trichoderma* silenced mutants suggesting a central role for ACC deaminase (ACCD) activity in the plant growth promotion effect by *T. asperelloides* T203 [14]. Here we show that the same mutants are not able to afford tolerance, both to cucumber and *Arabidopsis*, during germination under salt stress imposition (Figure 6). This suggest that *Trichoderma* fungi, similarly to PGPR bacteria, can ameliorate plant growth under abiotic stressful conditions by lowering deleterious elevated ethylene levels accompanied by an elevated antioxidative capacity.

As mentioned above, *Trichoderma* stimulate biomass production and lateral root growth promotion by production of auxin [39]. This is supported by induction upon *Trichoderma* colonization of genes such as *ASA1* and *MYB77* (Figure 1A and 1B). In the root, ethylene and auxin can reciprocally regulate each other's biosyntheses [60], [61] proposed that *Trichoderma* IAA contributes to exogenous auxin-stimulated ethylene biosynthesis via ACC synthase. In this model, *Trichoderma* ACCD activity reduces the availability of ACC necessary for ethylene biosynthesis and the reductions in ethylene promote plant growth via gibberellins (GA) signaling by increasing the degradation of DELLA proteins that are repressors of gibberellin (GA) signaling. Moreover, gibberellins may control the onset of JA- and SA-dependent defense responses of the plant through the regulation of DELLA protein degradation [60]. It thus appears that defense occurs at the expense of growth. Supporting this view, recent studies have uncovered new roles for both JAZ and DELLA proteins in the regulation of JA-GA crosstalk as well as the conflicting association between defense and growth. DELLAs' positive effect on JA signaling seems to be exerted at the level of JAZ repressors as DELLAs interact with JAZ proteins and hinder their ability to repress MYC2 [62], [63]. Since MYC2 has not a significant change in our present work (Figure 4) it seems that during root colonization, growth is promoted through GA-mediated degradation of DELLAs while defense is repressed through JAZs repressing MYCs. This tips the balance towards growth, while allowing root colonization by *Trichoderma*. 

## Materials and Methods

### Plant material and fungal strain

*Trichoderma asperelloides* T203 [64] and *Trichoderma asperelloides* 1-Aminocyclopropane-1-carboxylate (ACC)-deaminase silenced mutants (ΔACC#2; ΔACC#3) which were created in a previous study [14], were routinely propagated and sporulated on Potato Dextrose Agar (PDA) plates. *Arabidopsis thaliana* Col-0 ecotype plants were used throughout this work. *WRKY18 and WRKY40* double knock-out (*wrky18*/*wrky40*) and the WRKY40-over-expressing lines are kind gifts from Prof. Somssich [30]. The *FMO1* knock-out (*fmo1*) line is a precious gift from Prof. Schlaich [54]. Cucumber seeds (*Cucumis sativus* L. cv. Kfir) were purchased from Gedera Seeds Co. (Israel).

### Fungal and plant growth conditions

For microarray and gene expression analysis by qPCR, *Arabidopsis* Col-0, *wrky18*/*wrky40*, WRKY40-over-expressingline and the *fmo1* mutant plants were grown 25 days under a long day regime (16 hours light), on rock-wool placed over a 5 L tank supplemented with *Arabidopsis* hydroponic solution [19]. *Trichoderma* inoculum was added to the root system, resulting in a concentration of 10^5^ germinated spores mL^−1^. Roots were collected at 9, 24 and 48 hpi. For salt stress imposition in *Arabidopsis*, NaCl was added to the growth medium at a final concentration of 100 mM, two days after *Trichoderma* root inoculation and roots were collected after two more days. Cucumber seedlings were grown in hydroponics boxes as described in [4]. For cucumber salt stress imposition NaCl was added at a final concentration of 100 mM two days after *Trichoderma* root inoculation.

For greenhouse experiments, cucumber or *Arabidopsis* seeds were planted in soil in 250 ml boxes. *Trichoderma* strains were mixed with the soil at a final concentration of 10^6^spores/g soil. Seeds were watered with NaCl solutions at concentrations described in each experiment, or water (control) starting from seeding. Seedlings germination was evaluated 7 days from planting. Each treatment included 4 boxes with 10 cucumber seeds or 20 *Arabidopsis* seeds. The experiment was repeated three independent times.

### RNA extraction and microarray analysis

For microarrays analysis total RNA was purified using the RNeasy Mini Kit (Qiagen) from *Arabidopsis* roots pooled from 60 plants (24 hpi and from non-inoculated control plants) from two independent experiments. DNaseI digestion was performed with the Turbo DNA-free Kit (Ambion). cDNA was prepared and hybridized to Agilent *Arabidopsis* (V4) Gene Expression Microarrays (4×44K) in the Microarrays Unit of the Weizmann Institute of Science (Rehovot, Israel), according to manufacturer instructions. The microarray data have been deposited in the Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/geo (Accession no. GSE42113). Statistical analysis, normalization and fold-change values of microarray data were performed using the ROBIN software [65]. The MapMan software was used in order to create MapMan overview diagrams of the microarray data [34]. Twenty-two genes (list of primers in File S5) were used to validate the microarray analysis by qPCR as described in the following section.

### Expression profiling by qPCR

Total RNA was prepared as described in the previous section from roots of 35 plants. Four micrograms of total RNA were used as template for first-strand cDNA synthesis with RevertAid cDNA Synthesis Kit (Thermo Fisher Scientific). cDNA (20 ng) was used for qPCR with Power SYBR Green reagent performed on a ABI PRISM 7900HT sequence detection system (Applied Biosystems). Data were analyzed with the 7900 V2.0.3 evaluation software (Applied Biosystems).

All genes and primers used in this paper are listed in file S4. *Arabidopsis* primers sequences were designed using the QuantPrime online tool (www.quantprime.de) and available through the Mueller-Roeber Lab webpage. The 137 genes of the *Arabidopsis* expression platform have been selected by the criteria of being experimentally proven to be involved in defense response processes against biotic and abiotic stress. Cucumber primers were designed using Primer Express (Applied Biosystems). The fold change in the target genes was normalized to ACTIN2 and GADPH reference genes for *Arabidopsis* and the 18S reference gene for cucumber. Gene fold expression relative to control plants was determined using the ΔΔCT as described in [66]. Three biological experiments (with two independent replicates, obtain from different roots pool, for each experiment) were performed for each treatment.

### Quantification of *Trichoderma* root colonization by qPCR and root colonization assay

A time-course experiment was performed with inoculated *Arabidopsis* roots detached from 35 plants from each hydroponic growth container at 24, 48, 72, 96 and 120 hpi extensively washed in water. Plant and Fungal growth conditions as described above. After sterilization in 1% (v/v) NaOCL for 1 min, the roots were washed with sterile distilled water, and total DNA extraction was performed according to [67]. *In planta* quantification of *T. asperelloides* was followed by amplification of 200-bp and 201-bp using gene specific primers for the *Trichoderma* genes *TasSwo* [68] and *β*-tubulin, respectively. Primers sequences can be found in file S4. *Arabidopsis* ACTIN2 and GADPH genes) were used as control references for quantitative analysis. qPCR was carried out as mentioned above. Each sample was examined in triplicates using a relative quantification analysis by the standard curve technique as described by [35], [69]. Root colonization assays were performed according to [70]. Briefly, roots were detached 12 h post-inoculation and extensively washed in water. After sterilization in 1% NaOCl for 2 min, the roots were washed with sterile distilled water, weighed, and homogenized using an ULTRA-TURRAX apparatus (Janke & Kunkel) in 20 mL of water for 1 min. Serial dilutions were plated for colony forming unit counts on *Trichoderma* selective medium [71] at 28°C.

### LC-MS analysis of indole glucosinolates metabolites

Secondary metabolite analysis by LC-MS was performed as described by [72]. All data were processed using Xcalibur 2.1 software (Thermo Fisher Scientific, Waltham, USA). Indole glucosinolates identification and annotation were performed using comparison with our previous publications [73], [74].

### Ascorbic acid determination

Measurement of reduced, oxidized and total ascorbate content in plants was done according [75] using the α-α′-bipyridyl method. Cotyledons were sampled from seedlings grown in soil with or without *Trichoderma* (C and +T) with or without salt stress application (+NaCl and +NaCl+T). Plant material was pooled from three different plants, ground, and 200 mg were taken in the assay.

### Statistical analysis

For seedlings germination assay and ascorbic acid determination JMP7 software (SAS Institute Inc.) was used for statistical analyses. Data were analyzed using one-way ANOVA and mean comparisons were made using the Tukey–Kramer honestly significant difference multiple range test at (*p*<0.05). For qPCR analysis genes expression data were analyzed with one-side, unpaired Welch's *t*-test (*p*<0.05) in Excel. For microarrays analysis Welch's *t*-test was applied to identify differentially expressed genes. Gene lists were created by filtering the genes based on fold change and signal above background in at least one microarray. Up-regulated genes were defined as those having a greater than or at least two-fold linear intensity ratio. For indole glucosinolates determination data were analyzed with one-side, unpaired Welch's *t*-test (*p*<0.001) in Excel.

## Supporting Information

Figure S1 MapMan screenshot showing the effects of *Trichoderma* root inoculation on the root transcriptome. The MapMan software was queried with the list of differentially regulated genes 24 hours after the application of *Trichoderma*. Blue shades indicate induction; Red shades indicate repression of gene expression.
(PNG) Click here for additional data file.

Figure S2 Targeted LC-IT/ESIMS based quantification of indole glucosinolates in *Arabidopsis* roots 24 hours after colonization by *T. asperelloides*. Abbreviation: 4MI3MG, 4-methoxy-indol-3-ylmethylglucosinolate; 1MI3MG, 1-methoxy-3-indolyl-methyl glucosinolate; I3M, Indolyl-methyl glucosinolate. Each of the glucosinolate shows a significant difference (P<0.001) between the control and *T. asperelloides* treatment. Results are averages (± standard deviation) of six replicates from two independent biological repetitions. Each repetition was a pool of 35 plants.
(TIF) Click here for additional data file.

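On the log2 scale, the fold of each of the 278 genes of File S1 equals the mean over the 2 arrays of the authors' deposited log2 value of 1 probe, within 0.001, and for 274 genes it is a probe of the same locus. In these deposited log2 values 348 probes were at least 2-fold higher in colonized roots and 34 at least 2-fold lower. From the spot intensities, 275 genes of File S1 had a tested probe. The brightest probe had the direction of File S1 for 274 of them, and in both arrays for 273. Across these 275 genes, which are not independent replicates and were chosen on these arrays, the log2 folds had a Pearson correlation of 0.958 and a Spearman correlation of 0.90 with File S1. For 244 of the 249 genes that File S1 lists as higher, a probe was higher past the thresholds, and 44 loci with a higher probe are not in File S1.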

File S1 List of genes and fold changes that are significantly differentially expressed in *Arabidopsis* roots 24 hours after application of *Trichoderma* as monitored by microarray analysis.
(XLS) Click here for additional data file.

File S2 Complete overview of statistically significant enriched biological processes.
(XLS) Click here for additional data file.

File S3 A summary of the genes up-regulated in the microarray experiments with known role in plant hormone biosynthesis process, responses to hormone stimulation, salt tolerance and osmoprotection processes.
(XLS) Click here for additional data file.

File S4 Sequences of all primers used in qPCR analyses.
(XLS) Click here for additional data file.

File S5 qPCR verification of microarray data.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

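The data are 2 Agilent 2-colour arrays (*Arabidopsis* V4), each from 1 of 2 independent experiments, with RNA from *T. asperelloides* T203-colonized and from control roots of *Arabidopsis* Col-0, 24 hours after inoculation. Each array is 1 biological replicate, its 2 RNA pools were hybridized together, and the dyes were swapped between the arrays. The shared array therefore pairs the colonized with the control pool of a replicate, and the ratio within an array is the paired difference.

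The authors read the scans with Agilent's Feature Extraction software and deposited, for each spot and dye, the mean intensity, the median intensity of the local background, and a processed intensity after the software's background subtraction and dye normalization. The deposited log10 ratio of Cy5 to Cy3, made by the same software from the processed intensities, was used only to find the scale and direction of the authors' table of values per probe. That table holds log2 ratios of colonized to control roots that the authors deposited with the swapped array already turned, and how they normalized it is not stated beside it. The paper names the ROBIN software for normalization and statistics, without settings. It also names Welch's *t*-test for the arrays, a filter on fold change and on signal above background in at least 1 array, and thresholds of 2-fold and p under 0.0001.

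Signals were read and analysed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Background was corrected by normexp (offset 50) on the mean signal and the median local background, over all spots. Control spots and spots with an outlier mark (20 in replicate 1 and 22 in replicate 2) were then left out. The ratios were normalized within each array by loess (span 0.3, 4 iterations), without scaling between arrays, and the ratio of replicate 2 was given a weight of -1. Repeated spots of 1 probe were averaged. A probe entered the test when it was well above background, by the software's own mark, in at least 1 channel of 1 array. Of 43603 probes 34156 passed and 34123 had a value in both arrays, while 30007 were well above background in all channels. The mean of the 2 ratios was tested with lmFit and eBayes, with 1 residual degree of freedom and 9.78 prior degrees of freedom pooled over probes, and p-values were adjusted by the Benjamini-Hochberg method. Probes count as changed at 2-fold and an unadjusted p under 0.0001, and the standard errors printed are limma's. Where a probe was not well above background in 1 group's channel on both arrays, its change is given as a bound, from channel values after loess and Aquantile, which served for the bounds, limma on separate channels and the methods' t-test only. For the genes named, the dim probe's own signal was above the lowest signal among probes well above background, so that bound and fitted fold are equal. Among the changed probes this was so for 5, all in control roots.

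Before loess the median log2 ratio of Cy5 to Cy3 was 1.68 in replicate 1 and 0.81 in replicate 2, a dye difference that loess balances within each array. Median signal was 9.32 to 19.8 times the local background, and the 153 negative control spots had medians from 48.3 to 66.5 against 280 to 912 for all spots. The offset of normexp shrinks the ratios of dim probes. After the median centring alternative the median log2 ratio of all tested probes was 0.11, against 0.01 in the analysis as reported and -0.03 to 0.02 in the others, so changes under that alternative are relative to 0.11.

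Probes were given a locus through the RefSeq transcript named for them (34358 probes), a gene symbol or a locus named in the array files, with the table of *Arabidopsis* genes of the TAIR10.1 assembly for names, 37420 of 43603 probes and 26950 loci in all. For 22880 of the 22897 probes with both a RefSeq match and a named locus the 2 were the same, and 6183 probes have no locus. Positions are those of the array files (ath1 build).

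The genes named are those that the paper names for the arrays in its text, Table 1, Fig. 2, Fig. 4 and Files S3 and S5, the 5 probes with the largest rise and the 5 with the largest fall among those past the thresholds and changed the same way in both arrays, and the members of lists of hypoxia, photosynthesis, iron, thalianol, marneral, circadian clock, CBF, JAZ, plant defensin and reference genes. The gene lists were written from general knowledge before the array values were seen but after File S1 was read. A gene with several probes is given by the probe with the highest mean log2 intensity. The median log2 ratio of a list was set against 10000 random lists of as many genes matched on intensity in 10 groups (seed 1), as a description of these arrays. The correlation with qPCR was tested by permutation with 100000 resamples. *CYP94B1*, *CYP71A12*, *CYP71A20*, *MKK5*, *GRP23* and the ribosomal RNA genes were named after their values were seen.

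The thresholds, the test, the rule for named genes and these alternatives were fixed before the data were examined: no background subtraction, normexp with an offset of 10, the Feature Extraction processed intensities, median centring in place of loess, scaling between arrays, no filter on dim probes, a filter on all channels, spots with an outlier mark kept, the authors' deposited log2 values, each array by itself, the mean of all probes of a gene, other thresholds, limma on separate channels without the pairing, a variance trend on intensity, and the methods' t-test on the 4 channel values after loess and Aquantile. The arrays share 1 slide, so slide was not fitted as a block.

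The steps were tested on simulated data for the comparison of colonized with control roots. Among 34156 probes, 200 bright ones were changed by known folds, of which 200 were recovered with 0 others called, at a median error of -0.0147 on the log2 scale. The methods' t-test recovered 1 of them and limma without the pairing 199. Dim probes were not changed in the simulation. All simulated changes were larger than 2.49-fold, the median of the higher probes in the data. Their noise was drawn from the spread that limma fitted to these arrays. Recovery of changes near the 2-fold threshold was therefore not tested. For the list percentile, a list raised by 0.5 on the log2 scale came out at 100 and an unchanged list at 3.81. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 made the tables and plots. The qPCR, mutant, salt stress and cucumber experiments of the paper were not analysed here.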

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

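Of the tests here, the one for a shared probe sequence in the thalianol cluster, those for green tissue and time of harvest behind the photosynthesis genes, and those for dye and list choice behind the hypoxia genes were set out before the data were examined, whereas the dye tests of the other lists and the comparison of morning with evening clock genes were chosen only after the result was seen.

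The paper's text does not discuss genes of the response to low oxygen, and a list of 44 of them had a median log2 ratio of 0.85 in colonized roots (0.86 in replicate 1 and 0.77 in replicate 2). Higher in both arrays were 38 members and lower in both 1, and 20 passed the thresholds. The median stood above those of all 10000 matched random lists. *AT5G10040* and *AT3G29970*, members of the list, are 2 of the 5 largest rises, and *HB1*, *SUS4* and *ADH1* rose by 1.60, 2.02 and 2.19 on the log2 scale. Not every member rose. *ERF73* (-0.10 in replicate 1, 0.17 in replicate 2) and *AT1G19530* (0.48 and -0.47) had opposite signs, and *LBD41* rose by only 0.14. A dye effect would give the 2 arrays opposite signs, and the lower of their medians was 0.77, which argues against it. Because 20 members are in File S1, which was read before the list was written, the 24 others were taken alone. Their medians were 0.42 and 0.32 in the 2 arrays, at percentile 100 in both, which argues against the choice of members as the whole cause, and 18 of these were higher in both arrays. Less oxygen around colonized roots may be the reason, as a hypothesis only, since oxygen was not measured in these samples and some members also respond to other stresses. A difference in oxygen that comes with the hydroponic tank rather than with colonization remains open too, because no value here bears on it.

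Photosynthesis genes rose in these roots, which the paper's text does not discuss although File S2 lists the term. The median log2 ratio of 56 genes was 0.42 (0.38 in replicate 1 and 0.51 in replicate 2, above all matched random lists), with 46 higher in both arrays, 6 lower in both and 18 past the thresholds. File S1 holds 17 of them, and the 39 others had medians of 0.19 and 0.31, at percentile 100. The arrays had the same sign, the median closer to 0 being 0.38, which argues against the dye. Green shoot tissue in the colonized pools may explain the rise. Such tissue brings all its abundant transcripts, and the level set for it in advance was a rise in both arrays of at least 80% of the members well above background in all channels. Of these, 34 of 43 (79.1%) rose, 1 member short, while 6 fell in both. The value missed the level, and leaving the explanation open all the same was decided after it was seen. *RBCS1A* (2.34), *CAB3* (2.31) and *CAB1* (2.19) rose most, whereas *PSBO1* fell by 0.66 and *RCA* changed by 0.15. Expression of these genes in the roots themselves stays open beside it. A shift in the time of harvest large enough to move a clock gene 2-fold is argued against by the largest change of a clock gene, 0.59 in size on the log2 scale, and a smaller shift stays open.

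Of the 5 genes of the thalianol cluster on chromosome 5, 4 were higher past the thresholds, and the median log2 ratio was 1.37 (1.23 in replicate 1 and 1.28 in replicate 2, above all matched random lists). *THAS1* (*AT5G48010*) rose by 1.59, *CYP705A5* by 1.40, *CYP708A2* by 1.37 and *AT5G47980* by 1.09, all 4 in File S1, and *AT5G47950* by 0.10. The longest run of bases that probes of different genes share was 8, over 9 probes, which argues against a sequence shared by the probes. The probes were not compared with the transcripts of the other genes, so cross-hybridization stays open. The lower median of the arrays, 1.23, argues against the dye. The cluster may be induced by colonization, a hypothesis from the same data. No other technical test was run, and because the members in File S1 were known beforehand, the list is no independent test.

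A second triterpene cluster, for marneral, had a median log2 ratio of 0.43 over 3 genes (0.33 and 0.52 in the 2 arrays, percentile 99.6 of random lists for the mean). Only *CYP705A12* (1.21) passed the thresholds, while *CYP71A16* rose by 0.42 and *MRN1*, not well above background in control roots, by 0.08. The same sign in both arrays, with a median of 0.33 in the one closer to 0, argues against the dye. Without *CYP705A12*, the member in File S1, the medians of the 2 others were 0.17 and 0.33, at percentiles 87.3 and 96.8, so the list rests in part on a gene known beforehand. Over the settings run its median lay between 0.33 and 1.003, the upper end with the processed intensities. No other explanation was tested.

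The 14 circadian clock genes were slightly lower, with a median log2 ratio of -0.21 (-0.14 in replicate 1 and -0.24 in replicate 2, percentiles 0.03 and 0). Lower in both arrays were 9 and higher in both 1, *BOA*, and no member changed 2-fold. Single genes with an adjusted p under 0.05 were *PRR5* (-0.59, adjusted p = 0.00317), *RVE1* (-0.54, 0.0365) and *CCA1* (-0.43, 0.0456). The direction held under every normalization tried, at -0.08 with median centring and -0.39 with the processed intensities. The value closer to 0, -0.14, has the sign of the other array, which argues against the dye. Colonized and control roots may have been harvested at different times of day. That would move morning and evening genes apart, and the 6 evening genes had a median of -0.0671 against -0.33 for the 4 morning genes, too small a difference and on too few genes to decide, so time of harvest and colonization cannot be told apart for these genes.

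The CBF genes, of which File S1 holds *CBF1* and *CBF2*, fell together. Their median log2 ratio was -1.04 over 3 genes (-0.99 and -1.02 in the 2 arrays, percentiles 0 and 0.01), with *CBF1* and *CBF2* (-1.04, adjusted p = 6.71e-05, limma) past the thresholds and *DREB1A* at -0.54 (adjusted p = 0.0379). Because *CBF1* and *CBF2* were known beforehand, the list is no independent test. *DREB1A*, the member outside File S1, had -0.22 in replicate 1 and -0.86 in replicate 2. Over the 3 genes both arrays had the same sign, the median closer to 0 at -0.99, which argues against the dye. The 3 genes are related neighbours on chromosome 4, and cross-hybridization among their probes was not tested. The time of harvest, weighed for the clock genes, stays open here as well.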

How the results depend on the processing

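All alternatives in this part were set before the data were examined, and 0 were added later. The count from the median under median centring was chosen after the results were seen.

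The share of higher probes among those counted as changed lay between 88.6% and 100% in every setting that gave any, against 93.2% as reported. This range includes settings without a p, such as the single arrays. A further count under median centring went the other way. Without a p, and counted from the median of the tested probes, 471 were 2-fold higher and 717 lower, so that 39.6% were higher. The number past the thresholds depended on the processing. Against 397 higher and 29 lower probes, the processed intensities gave 58 and 1, and median centring 19 and 0, of which 45 and 19 in all are among the 426 as reported. At 2-fold with an unadjusted p under 0.05 the same settings gave 1060 and 182, and 308 and 25. The cause was not tested. The methods' t-test, with 2 against 2 channel values, gave 0 higher and 0 lower at the unadjusted threshold and 0 and 0 after adjustment, while 197 and 19 probes were 2-fold changed with its unadjusted p under 0.05. In simulated data with 200 changed probes it called 1, so at this sample size it has little power. The other limma settings with the pairing gave 373 to 533 higher and 29 to 41 lower probes, the upper ends without background subtraction, where all 426 were called again. The deposited log2 values gave 347 and 33, with 372 of the 426. At 2-fold without a p the counts were 401 and 31, and at 2-fold in both arrays 276 and 20. Single arrays gave 349 to 491 higher and 34 to 63 lower probes at 2-fold with no test, the lower count being 63 without replicate 1.

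Without the replicate block, that is with the pairing of the 2 dyes on each array ignored, limma called 292 higher and 25 lower probes. Both arrays share 1 slide, so a slide block was not run.

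The direction of File S1 was kept by 274 of 275 genes as reported and by 262 to 275 under the alternatives, the lowest with the filter on all channels, which tests fewer genes, and all 22 genes of File S5 stayed higher in every setting run. None of the 48 named genes that passed the thresholds changed sign, and the sign of the other probes past the thresholds was not followed through the settings.

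Over the settings run the medians of the JA biosynthesis, CYP, photosynthesis, hypoxia, iron and thalianol lists moved in size and kept their sign, while that of the reference genes turned from -0.22 to 0.20 with median centring and to 0.25 without replicate 2, and that of the defensin genes from 0.17 to -0.0042 without replicate 1. With the processed intensities the 6 JA biosynthesis genes had a median log2 ratio of 2.09 (1.43 as reported), the 4 CYP genes -1.20 (-1.12) and the photosynthesis genes 1.27 (0.42). Median centring gave -0.86 for the CYP genes, 1.13 for the hypoxia genes (0.85), 0.31 for photosynthesis, 0.13 for the iron genes (0.08) and 1.67 for the thalianol cluster (1.37). The deposited log2 values gave 0.77 for hypoxia, 0.0334 for iron and 1.33 for thalianol, and the mean of all probes of a gene 1.11 for thalianol. For photosynthesis, no background subtraction gave 0.54, an offset of 10 also 0.54, and the filter on all channels 0.55. The cause was not tested for any of these. Leaving out either array gave ranges of 1.23 to 1.69 for JA biosynthesis, -1.13 to -1.06 for CYP, 0.77 to 0.86 for hypoxia, 0.38 to 0.51 for photosynthesis, 0.0393 to 0.0699 for iron and 1.23 to 1.28 for thalianol.

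Of 53 named genes, 48 passed the thresholds as reported. Of these, 40 no longer passed with the processed intensities, 42 with median centring, 2 with the deposited log2 values and 1 with an offset of 10, and none of the 5 others passed under any setting run. The mean of all probes of a gene, which was not tested, moved 15 of the 53 by more than the SD between the arrays, such as *LOX2* from 2.07 to 0.62 and *LOX3* from 1.64 to 0.64 on the log2 scale. Signal over background limits the dim probes. Those of *PDF1.2*, *PDF1.2b* and *CYP71A13* were not well above background in control roots, and the log2 ratio of *CYP71A13* ran from -0.37 with median centring to 2.45 with the processed intensities.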

Differences from the paper's values

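No test in this part was chosen after the result was seen, and all alternatives named were set before the data were examined.

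The paper gives 249 probe sets with increased expression, and 397 probes were higher here. The difference is within 1.5-fold with the filter on all channels (373), the deposited log2 values (347), replicate 1 alone (349), 2-fold in both arrays (276) and limma without the pairing (292). It remains without background subtraction (533), with an offset of 10 (402), the processed intensities (58), median centring (19), scaling between arrays (403), no filter (395), spots with an outlier mark kept (397), replicate 2 alone (491), 2-fold with an adjusted p (400), 2-fold alone (401), a variance trend (400) and the methods' t-test (0). Counted as loci, 288 were higher here against the 249 genes of the paper's File S1, within 1.5-fold, and with the deposited log2 values the number of loci is 249.

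For the share of up-regulated genes in oxylipin biosynthesis the paper states 7%. The 6 genes it names are 2.08% of the higher loci here, and 1.57% to 2.41% without background subtraction, with an offset of 10, scaling, no filter, the filter on all channels, outlier marks kept or the deposited values. With the processed intensities only 40 loci were higher and 2 of the 6 genes among them make a share of 5%, within 1.5-fold of the paper's but on too few loci to count as the same result. With median centring 13 loci were higher and the share is 0%. The paper's File S2 lists 6 of 258 genes for the term, or 2.33%. Its Table 1, cited beside the 7%, has a row for jasmonic acid with more genes and a share that rounds to 7%. The 7% therefore need not count the 6 named genes alone.

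Of 49 genes whose fold was set against File S1, 3 differ. All 3 have a second, dimmer probe, and the fold here is that of the brightest. For *TAT3* the paper's fold is 2.05 and the fold here 8.52, while its other probe had a log2 ratio of 1.13. The mean of all probes of the gene (4.32) and replicate 1 alone (5.56) came closer to the paper's fold but stayed above it. The other settings, all on the brightest probe, lay farther off, from 7.53 with the deposited log2 values to 20.9 with the processed intensities. For *FAMT* the paper's fold is 3.84 and the fold here 9.79, while its other probe had a log2 ratio of 2.09. The mean of all probes (6.45) came closest to the paper's fold but stayed above it, and the other settings gave 8.06 to 12.2. For *AT5G43420* the paper's File S1 lists a fold of 2.94 lower, and for its brightest probe the ratio of control to colonized roots was 0.966 here, slightly higher in colonized roots (log2 ratio 0.05). Its other probe was lower, with a log2 ratio of -1.48. All settings run differ, with ratios of control to colonized roots of 0.791 to 1.64.

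The paper lists *WRKY60*, *PAD3*, *CYP71A13* and *PR-4* among up-regulated genes, citing the arrays or File S1 together with qPCR. In the arrays *WRKY60* had a mean log2 ratio of -0.08 and *PAD3* of -0.02, which median centring turned to 0.18 and 0.17. *CYP71A13*, not well above background in control roots, had 0.29, which median centring turned to -0.37 and the processed intensities raised. *PR-4* had 0.56. The 4 genes passed the thresholds under none of the settings run. File S3 is titled as a list of up-regulated genes, and 40 of 43 and 15 of 17 genes on its sheets were higher, while *NAS2*, *IRT1*, *HIS1-3* and *CBF1* were lower in both arrays.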

Other observations

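The tests of conserved genes, of loess, of probe strand and of the File S1 genes with another probe were chosen only after the results were seen, while the test of the iron list was set before the data were examined.

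For 3 of the 275 tested genes of File S1 the brightest probe did not follow the paper's fold, *GRP23* (*AT1G10270*, 0.04 on the log2 scale), *AT5G43420* (0.05) and *LHCB3* (0.21). For all 3 the fold in File S1 equals the deposited log2 value of a different probe within 0.001. For *AT5G43420* and *LHCB3* it is a dimmer probe of the same gene (-1.48 and 1.297 here), and for *GRP23* a probe of *AT2G32690*, whose symbol is *GRP23* too (1.09 here). This is consistent with another probe, or another locus of the same symbol, behind the 3 entries.

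Of 106 genes of File S1 with more than 1 probe past the filter, all probes changed 2-fold or more in 44, at least 1 probe changed by under 0.5 on the log2 scale in 30, and at least 1 had the other sign in 4. The probes changed by under 0.5 were 41, and 6 of them (14.6%) lie on the strand opposite to the gene, against 1 of 190 (0.526%) among the 2-fold probes. Strand may explain these 6 but not the majority. The median log2 intensity was 7.27 for the 41 probes and 10.3 for the 190, so low signal stays open as a cause and was not tested.

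More probes rose than fell. The test of loess was run in more than 1 form, and the values go both ways. Among probes past the thresholds the share of higher ones was 98.3% with the processed intensities and 100% with median centring, but this rests on 58 higher and 1 lower probes, and 19 and 0, and the processed intensities carry the software's own dye normalization. With median centring, which uses no loess, 308 probes were higher and 25 lower at 2-fold and an unadjusted p under 0.05 from limma. Without a p, and counted from the median of the tested probes, 471 were 2-fold higher and 717 lower, so that 39.6% were higher. Loess as a source of the excess stays open. Fungal RNA in the colonized samples could add signal to probes of conserved plant genes. A list of 24 genes for histones H3 and H4, tubulins, actins and elongation factor 1-alpha, written after the counts were seen, had medians of 0.0500 and -0.0050 in the 2 arrays (percentiles 68.5 and 38.5), so no rise was seen. No fungal sequence was used here and members went both ways, so leaving the explanation open was decided after the value was seen.

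*NAS2* and *IRT1* fall in File S1, and a list of 25 tested iron-deficiency genes was set against matched random lists. It did not fall. Its median was 0.08 (0.07 and 0.04 in the 2 arrays), 15 genes were higher in both arrays and 9 lower in both, and *NAS2* alone passed the thresholds. *FRO2* (-0.77) and *NAS1* (-0.67) fell with adjusted p-values of 0.000536 and 0.00296, while *AT1G47395* (0.96) and *AT1G47400* (0.86) rose with 0.000134 and 0.000281 (limma). The 23 members not in File S1 stood at percentiles 63.9 and 92.5. A median near 0 over members that go both ways decides nothing about a shared cause.

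*ACT2* and *GAPC2*, reference genes, had a median log2 ratio of 0.25 in replicate 1 and -0.69 in replicate 2, opposite signs once the dye swap is turned, and their mean of -0.22 becomes 0.20 with median centring. Probes of ribosomal RNA genes, at a mean log2 intensity of 17.0 to 17.8, were lower in both arrays for 7 of 10, of which 2, a probe of *AT2G01010* (-1.15) and one of *AT3G41768* (-1.06), are among the lower probes past the thresholds. The 3 others had opposite signs, as for a probe of *AT2G01010* and a probe of *AT2G01020*, at 1.10 and 1.16 in replicate 1 and -1.10 and -1.18 in replicate 2. Among the tested loci 1 probe changed over 4-fold in 1 array and under 0.5 on the log2 scale in the other, *MKK5* (*AT3G21220*), with 4.91 in replicate 1 and -0.13 in replicate 2 and an unadjusted p of 0.0105 from limma, above the threshold. The ribosomal RNA genes and *MKK5* were chosen after their values were seen, and no explanation was tested for any of these genes.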
